# Genome-wide analysis of canine oral malignant melanoma metastasis-associated gene expression

**DOI:** 10.1038/s41598-019-42839-x

**Published:** 2019-04-24

**Authors:** K. L. Bowlt Blacklock, Z. Birand, L. E. Selmic, P. Nelissen, S. Murphy, L. Blackwood, J. Bass, J. McKay, R. Fox, S. Beaver, M. Starkey

**Keywords:** Cancer genomics, Cancer genomics

## Abstract

Oral malignant melanoma (OMM) is the most common canine melanocytic neoplasm. Overlap between the somatic mutation profiles of canine OMM and human mucosal melanomas suggest a shared UV-independent molecular aetiology. In common with human mucosal melanomas, most canine OMM metastasise. There is no reliable means of predicting canine OMM metastasis, and systemic therapies for metastatic disease are largely palliative. Herein, we employed exon microarrays for comparative expression profiling of FFPE biopsies of 18 primary canine OMM that metastasised and 10 primary OMM that did not metastasise. Genes displaying metastasis-associated expression may be targets for anti-metastasis treatments, and biomarkers of OMM metastasis. Reduced expression of *CXCL12* in the metastasising OMMs implies that the *CXCR4*/*CXCL12* axis may be involved in OMM metastasis. Increased expression of *APOBEC3A* in the metastasising OMMs may indicate *APOBEC3A*-induced double-strand DNA breaks and pro-metastatic hypermutation. DNA double strand breakage triggers the DNA damage response network and two Fanconi anaemia DNA repair pathway members showed elevated expression in the metastasising OMMs. Cross-validation was employed to test a Linear Discriminant Analysis classifier based upon the RT-qPCR-measured expression levels of *CXCL12*, *APOBEC3A* and *RPL29*. Classification accuracies of 94% (metastasising OMMs) and 86% (non-metastasising OMMs) were estimated.

## Introduction

Oral malignant melanomas (OMMs) are neoplastic proliferations of melanocytes, and are the most common oral tumour in dogs^1^. A predilection for OMM has been consistently suggested for Poodles^2,3^, and variously suggested for Golden Retrievers^2^, German Shepherd Dogs^4^ and Boxers^4^. OMM arise most frequently in the gingiva, but also develop in the buccal and labial mucosa, tongue and hard palate^5^. OMM is characterised by local invasion, recurrence after surgical resection, high metastatic propensity, and rapid progression from localised to advanced-stage disease^4,6^. Estimates of OMM metastasis range from 58–74% to regional lymph nodes, 14–67% to the lungs, and 65% to the tonsils^2,3,7^. Dogs with regional metastases treated with surgery and or radiotherapy have shorter survival times than dogs without metastases^8^. Adjunctive chemotherapy has not been shown to increase survival^9^, and data on the impact of the xenogeneic DNA vaccine^10–12^ for treatment of advanced OMM is equivocal. A median overall survival time of 335 days has been recently reported for OMM patients in receipt of a systemic adjuvant therapy following surgical excision of the primary tumour^9,13^.

Clinicopathological indicators of human cutaneous melanoma malignancy (tumour size and degree of pigmentation, presence of necrosis, ulceration or inflammation, rate of cell proliferation, and p53 expression level) have limited prognostic utility for canine melanoma, although mitotic index and Ki67 expression level appear to be of some value^14,15^. Canine OMM metastasis cannot be accurately predicted, nor is there an effective approach for early detection of metastasis. Cytologic or histologic examination of the mandibular and retropharyngeal lymph nodes is commonly performed during staging, and other lymph nodes may be selected for examination on the basis of lymphangiography. However, where OMM metastasis to regional lymph nodes occurs, it is not always detected by examination of the mandibular and retropharyngeal lymph nodes^16,17^.

Whilst OMM represents the most common type of melanoma in dogs^3,4,18^, oral mucosal melanoma (most often developing in the palate and gingiva^19^) accounts for only 1–8% of all human melanomas and around 0.5% of all human oral neoplasms^20,21^. However, human OMMs are also aggressive rapidly growing, invasive tumours that display metastatic rates of 66% (regional lymph nodes^22^), 53% (lung^23^), 36% (bone^23^), and 20% (liver and brain^23^), respectively. The 5-year survival rate is 15–25%^22,24^. Advanced human mucosal melanoma also has a low rate of response to adjuvant chemotherapy^25^. All human ethnic groups are affected by oral mucosal melanoma, although the Japanese appear to have an elevated susceptibility^26,27^.

Similarities between the somatic mutation profiles of human mucosal melanomas and canine OMMs suggests a possible overlapping molecular aetiology for UV-independent tumourigenesis. Putative activating mutations in Kit have been described in 7–16% of human mucosal melanomas^28,29^ and in 12% of canine OMM^30^, and mutations in NRAS have been reported in 3.9% of canine OMMs^3^ and in 10–22% of human mucosal melanomas^31–33^. Around 50% of human cutaneous melanomas have an activating BRAF mutation^34^, but BRAF mutations occur in only 4–9.5% of human mucosal melanomas^35,36^, and have not been found in canine OMMs^3^.

The metastatic cascade^37^ comprises a series of steps, which are believed to be at least partially mediated by the acquisition of metastasis-associated genetic and/or epigenetic alterations additional to those that drive tumour development^38^. These somatic changes may affect gene expression, and metastasis-associated gene expression signatures have been identified for many human tumours^39–41^. Transcriptional profiling has defined the stages in human cutaneous melanoma development and progression as a series of distinct ‘molecular events’, and implicated the involvement of sets of genes in the transition from primary to metastatic melanoma^42–44^. Gene expression signatures characteristic of human cutaneous melanoma metastases are detectable in primary cutaneous melanomas. A 1,864 gene expression signature derived from profiling cutaneous melanoma metastases was subsequently shown to delineate primary melanomas into two classes associated with significantly different relapse-free and overall survival^45^. Integration of functional and structural protein interaction data with primary and metastatic melanoma gene expression data enabled derivation of a panel of 6 genes which distinguished human primary and metastatic cutaneous melanoma and predicted melanoma-specific survival^46^. For human oral mucosal melanoma, comparative gene expression analysis of lymph node metastases and paired non-metastatic lymph nodes has elucidated the involvement of long non-coding RNAs in the regulation of metastasis-associated gene expression^47^. Metastasis-associated gene expression signatures identified in primary tumours may predict metastasis, and indeed assay of the expression of 15 genes is the basis of a routine test for human uveal melanoma metastasis^48^.

Gene expression profiling of canine cutaneous melanoma and melanocytoma has implicated the increased expression of genes involved in extracellular matrix-receptor interaction and the phosphoinositide 3-kinase/protein kinase B pathway in metastatic progression^49^, but no equivalent data is available for the more common canine OMM. Although we also recently identified pro-metastatic gene expression in an unrelated canine cancer (mast cell tumours^50^), the overall low degree of ‘overlap’ between the metastatic gene expression signatures identified for different human solid tumours^41,51^ affords the rationale for the gene expression profiling-based study of metastasis in different canine cancers, mirroring the approach adopted in the study of human tumour metastasis.

The high rate of mortality attributable to (conventional treatment-resistant) canine OMM metastasis is a significant welfare issue. It would be hugely beneficial for clinicians and owners alike to know whether a tumour was going to metastasise, while prevention of OMM metastasis would save the lives of most canine OMM patients. Establishing the role of dysregulated gene expression in canine OMM metastasis is an opportunity for identifying metastasis-associated biomarkers and possible anti-metastasis therapeutic targets.

In this project we performed comparative genome-wide expression profiling of archival biopsies of canine primary OMMs that metastasised and did not metastasise. We sought to identify metastasis-associated gene expression, and assess whether metastasising and non-metastasising OMMs could be delineated by the expression levels of genes associated with metastatic progression.

## Results

### Tumours subject to gene expression profiling

OMM biopsies from 42 dogs [29 bearing a metastasising (M) tumour and 13 bearing a non-metastasising (NM) tumour] qualified for the study. Through PowerAtlas^52^ analysis of human tumour gene expression datasets (from the Gene Expression Omnibus^53^), it was estimated that a ‘Discovery Rate’ of 73.1–81.7% at the 0.05 significance level would be afforded using 20 tumour samples in each of two ‘outcome groups’.

Several requests for FFPE OMM biopsies from patients fulfilling the NM inclusion criteria were made to all UK veterinary university teaching hospitals and three large multidisciplinary private practices in the UK, but no additional NM OMM biopsies could be recruited because of the regular use of xenogeneic vaccination for patients regardless of metastatic status at the time of presentation. One NM OMM biopsy was subsequently excluded because of a sub-optimal RNA concentration. The integrity of each OMM RNA sample was determined and 20 M OMM and 12 NM OMM sample groups, with similar RNA integrity ranges, assembled (Tables S1 and S2).

### Tumours included in differential expression analysis

Tumours with exon-level probe set expression profiles that differed from those of the majority of the 32 OMMs were identified by review of associated sample quality metrics^54^, and 2 M and 2 NM OMMs excluded (Tables S2 and S3). The gene-level probe set expression values in 18 M OMMs and 10 NM OMMs, respectively, were compared for 13,422 Transcript clusters (‘crosshyb_type’ = ‘1’; ‘category’ = ‘main’), for which the expression (above background) of ≥1 exon probe set was detected in at least 30% of the OMMs in the M and/or M groups.

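RNA from FFPE biopsies of 18 M OMMs and 10 NM OMMs was amplified, labelled and hybridised to canine gene arrays, with 1 array per tumour, so that the tumour is the replicate. The table of values holds 32391 Transcript clusters, each a set of probes along a transcribed locus. Of these, 16878 carry 1 gene symbol, 289 carry several and 15224 carry none. The authors made the values with the RMA algorithm, which quantile normalises probe signals across arrays, log2-transforms them and summarises them per Transcript cluster, and arrays with outlying quality metrics had been excluded before. The study's filter on detection above background and on annotation needs values that the table does not hold, so all Transcript clusters were tested here. Values ran from 0.34 to 12.88 on the log2 scale, and 74.2% of the Transcript clusters had a mean under 2 while 4.6% had a mean above 4. The median of an array lay between 1.496 and 1.657 in the M OMMs and between 1.531 and 1.635 in the NM OMMs. Pearson correlations between arrays, taken across Transcript clusters, which are not independent replicates, ran from 0.526 to 0.931 with a median of 0.848. PMEL, a structural protein of melanosomes, had a log2 value of 4.22 ± 1.45 (SD, n = 18) in the M OMMs and 3.79 ± 1.66 (SD, n = 10) in the NM OMMs. MITF, the transcription factor that directs melanocyte development, had values of 3.24 ± 0.97 and 3.09 ± 1.3 in the same order. Values of COL1A1, a collagen chain made by fibroblasts, were 4.04 ± 0.77 in M OMMs and 4.39 ± 1.97 in NM OMMs. CD3E, a chain of the T cell receptor complex, had values of 1.46 ± 0.30 in M OMMs and 1.44 ± 0.25 in NM OMMs. M and NM OMMs were compared with limma and Benjamini-Hochberg adjustment, single genes also with a two-sided permutation test of the difference in mean log2 values (100000 resamples), and lists of genes with camera in limma. Differences are given as M minus NM on the log2 scale, and the number of arrays limits their precision. In Table S1 all 18 M OMMs were at stage III or IV and most NM OMMs at stage I or II. Metastatic status can therefore not be told apart from stage in these differences. The tissue blocks of the NM OMMs were also older on average (Table S2). The breeds shared by both groups were the Golden Retriever (4 M and 4 NM), the Labrador Retriever (3 M and 2 NM) and cross breeds (6 M and 1 NM).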

The details of the dogs that bore the 18 M OMMs and 10 NM OMMs are presented in Table 1. Tumours in the M group were borne by 6 breeds and those in the NM group by 5 breeds. Tumours from Golden Retrievers and Labrador Retrievers, and cross bred dogs, were present in both groups. It is likely that the breed representation of the M and NM OMM groups reflect breed popularity and a predisposition to OMM development^2^; for example, OMMs from 4 Golden Retrievers were present in both the M and NM tumour groups. The median ages of the dogs with M and NM OMMs were comparable (10.85 and 10.25 years, respectively), whilst 61% and 60% of the M and NM OMM dogs were male or neutered male, respectively. No association between OMM gene expression profile and either gender, or age at diagnosis, could be gleaned by hierarchical clustering of the 28 OMMs according to the expression values of the 20% of Transcript Clusters (2,684) that had the highest variance in expression signal. 

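Golden Retriever OMMs differed from the other OMMs in 824 Transcript clusters, 470 with higher and 354 with lower values, at an adjusted p under 0.05 from limma with metastatic status in the model. Genes of cytosolic ribosomal proteins were higher in Golden Retriever OMMs (adjusted p = 4.51e-11 from camera), as were genes of oxidative phosphorylation, the ATP-producing machinery of mitochondria (adjusted p = 1.31e-08), and with a correlation between genes estimated from the data both had an adjusted p of 0.542. The same test called markers of oral epithelium (0.000624), genes of the interferon response (0.00116), fibroblast markers (0.00125), melanocyte markers (0.0046), melanoma driver genes (0.0046) and genes of invasion (0.0403), all with higher values in Golden Retriever OMMs, and each had an adjusted p of 0.542 with the estimated correlation. Tumours of the Golden Retriever correlated with each other at a mean Pearson r of 0.851, against 0.81 with other tumours (adjusted p = 0.015, one-sided permutation of breed within status). Cross breed tumours had a mean r of 0.851 with each other and 0.788 with other tumours (adjusted p = 0.00363), and Labrador Retriever tumours 0.874 and 0.838 (adjusted p = 0.0601). Average-linkage clustering of the 28 OMMs on the 6478 Transcript clusters of highest variance (20%) gave a branch of 6 tumours with 5 Golden Retriever OMMs and the Bullmastiff OMM, of which 4 were M and 2 were NM. As many Golden Retrievers in any branch of 5 to 14 tumours, whatever its size, came up in a share of 0.231 of shuffles of the breed labels. Larger branches hold more of them by chance, so that share does not tell how often 5 would fall in a branch of 6. The branch richest in NM OMMs held 6 of them among 12 tumours (shuffle p = 0.194). The first principal component carried 34.9% of the variance, with a mean score of 44.3 ± 47.0 (SD, n = 8) in Golden Retriever OMMs and -17.7 ± 44.3 (SD, n = 20) in the others (two-sided permutation p = 0.00336). M OMMs scored -0.2 ± 56.3 (SD, n = 18) and NM OMMs 0.3 ± 48.3 (SD, n = 10) on it (two-sided permutation p = 0.98). Table S2 gives for each dog a SINE Cq, a PCR measure in which a higher value stands for poorer RNA. Joined to a dog were 7 tumours whose breed no other tumour of their group shares, none of them from a Golden Retriever. Over these 7, the component fell with SINE Cq with a Pearson r of -0.92 (exact permutation p = 0.00218, adjusted over 3 measures p = 0.00327) and a Spearman rho of -0.86 (exact permutation p = 0.0238), and r was -0.79 without the 2 tumours farthest from the median. When the component was added to the limma model, 0 Transcript clusters differed with Golden Retriever breed at an adjusted p under 0.05 and 1334 did at an unadjusted p under 0.05, against 9521 before. The component itself differs between the breed classes, so that count does not tell breed from RNA quality. By Table S3, 18.21 ± 8.63% (SD) of probe sets were present in the 8 Golden Retriever dogs. In the other 20 dogs it was 9.60 ± 5.16% (SD, adjusted permutation p = 0.00596), and in the 7 cross breed dogs 5.57 ± 2.00% (SD). The breed differences given here may therefore reflect RNA quality.

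**Figure D1:**
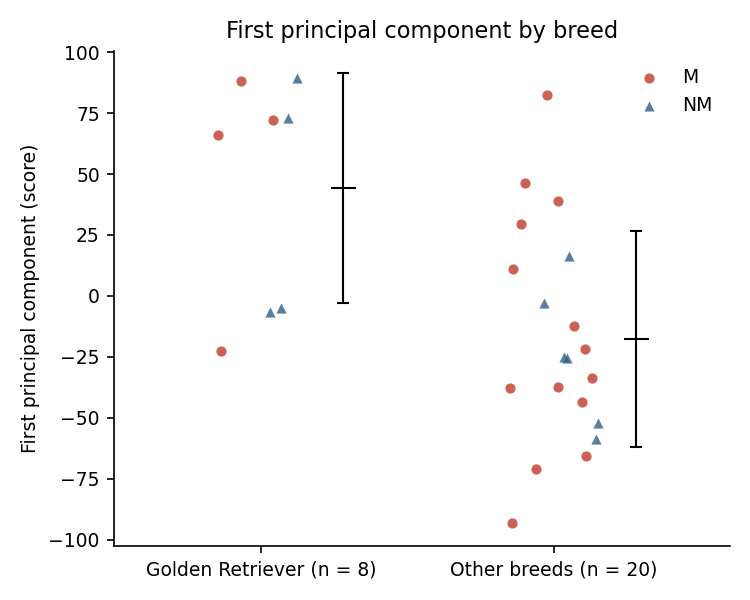
Score on the first principal component (y axis, in units of the component) of each OMM, for Golden Retrievers and for all other breeds (x axis). Circles are M OMMs, triangles NM OMMs, and the bars beside the points give the mean and SD of each breed class. The highest Golden Retriever score is 89.2 and the lowest is -22.5.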

Biopsies from 5 of the 8 Golden Retrievers were grouped in a single cluster (together with biopsies from a Dachshund and Bullmastiff), whilst the 3 remaining Golden Retriever OMM biopsies were partitioned in a second large sub-cluster with biopsies borne by 6 other breeds (Fig. S1). Although this suggests that further investigation is warranted to assess the impact of ‘genetic background’ on the somatic molecular profile of canine OMMs, from the perspective of identifying metastasis-associated gene expression it is important that the 8 Golden Retriever OMM biopsies were divided equally between the M and NM OMM groups. 

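CHP1, an inhibitor of the phosphatase calcineurin, was higher in M than in NM OMMs by 1.15 in Golden Retrievers and by 0.25 in the other dogs, and the interaction was 0.89 (standard error 0.33, adjusted p = 1.0 from limma). SOX9, a transcription factor of neural crest and cartilage cells, differed by 0.07 in Golden Retrievers and by -0.53 in the other dogs (interaction 0.60, standard error 0.18). CYP51A1, an enzyme of cholesterol synthesis, differed by 0.92 and 0.09 (interaction 0.84, standard error 0.25). These genes were picked among 134 named genes after their values were seen, because their interactions were among the strongest of the 9 with an unadjusted p under 0.05. Across all Transcript clusters, 0 had an interaction of metastatic status with breed class at an adjusted p under 0.05 from limma, and 993 had one at an unadjusted p under 0.05.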

Although (after ‘outlier array’ exclusion) the mean age of a NM OMM FFPE biopsy was 1.6× years higher than the mean age of a M OMM FFPE biopsy there was no correlation between FFPE tumour biopsy age and tumour RNA integrity (Spearman rank correlation coefficient = 0.09, two-sided p-value: 0.61; Table S2).

**Table 1:** Dogs bearing oral malignant melanomas included in differential gene expression analysis.

Dog ID.	Breed	Sex	Age at diagnosis (Years)
**A**. **Metastasising OMMs**			
D1	Dachshund	FeN	3.5
LR1	Labrador Retriever	FeN	12.2
CB1	Cross breed	MaN	10.5
CB2	Cross breed	FeN	11.0
LR2	Labrador Retriever	Ma	11.6
D2	Dachshund	FeN	10.8
LR3	Labrador Retriever	FeN	11.1
GR1	Golden Retriever	FeN	10.9
CS1	Cocker Spaniel	Ma	10.0
GR2	Golden Retriever	MaN	9.5
CB3	Cross breed	FeN	7.8
CB4	Cross breed	MaN	10.9
CB5	Cross breed	MaN	8.0
GR3	Golden Retriever	MaN	10.0
GR4	Golden Retriever	Ma	12.4
BM1	Bullmastiff	MaN	10.0
CB6	Cross breed	Ma	12.0
BC1	Border Collie	MaN	12.0
		Mean and standard deviation	10.23 ± 2.12
		Median	10.85
		Interquartile range	1.48
**B**. **Non-metastasising OMMs**			
GD1	Great Dane	FeN	7.0
GR5	Golden Retriever	Ma	11.1
GR6	Golden Retriever	FeN	12.2
LR4	Labrador Retriever	Ma	11.3
LR5	Labrador Retriever	Ma	11.4
GR7	Golden Retriever	FeN	10.8
IT1	Irish Terrier	MaN	4.9
BF1	Bouvier des Flandres	MaN	7.6
GR8	Golden Retriever	FeN	7.0
CB7	Cross breed	MaN	9.7
		Mean and standard deviation	9.30 ± 2.48
		Median	10.25
		Interquartile range	4.10

Fe: Female; FeN: Neutered female; Ma: Male; MaN: Neutered male.

### Genes displaying differential expression in M and NM OMMs

In total, 331 Transcript clusters displayed a statistically significant difference in expression between M and NM OMMs. Of these, 191 exhibited increased expression in the M OMMs (Fig. 1). 

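Genes with the smallest p in the comparison of M with NM OMMs lay within 1 log2 unit of equality. Among those lower in M OMMs were MON1A, a protein of vesicle trafficking (1.62 ± 0.11, SD, n = 18 M, and 1.85 ± 0.19, SD, n = 10 NM), PIK3IP1, an inhibitor of phosphatidylinositol 3-kinase (1.86 ± 0.22 and 2.33 ± 0.47), and OCLN, a protein of epithelial tight junctions (1.69 ± 0.24 and 1.96 ± 0.20). CBLB, a ubiquitin ligase that restrains receptor signalling in lymphocytes, was lower by a log2 difference of -0.27, MAT2B, a subunit of the enzyme that makes S-adenosylmethionine, by -0.27, SLCO3A1, an anion transporter, by -0.26 at 1 Transcript cluster and -0.25 at its other, PARS2, a mitochondrial prolyl-tRNA synthetase, by -0.24, and KCNN3, a potassium channel, by -0.35. CAV3, the caveolin of muscle, had a difference of -0.40, with a value of 3.02 in the Great Dane NM OMM against 1.88 ± 0.35 (SD) in the others of its group. Among those higher in M OMMs were ACTN1, which cross-links actin at cell adhesions (2.33 ± 0.37 in M and 1.92 ± 0.30 in NM), FURIN, a protease that activates growth factor and metalloproteinase precursors (2.90 ± 0.41 and 2.47 ± 0.27), and NCAPD2, a subunit of the condensin that compacts mitotic chromosomes (1.85 ± 0.16 and 1.65 ± 0.15). IFT22, a protein of cilia, was higher by 0.44, TTC23 by 0.32, and the zinc finger genes ZNF18 and ZNF407 by 0.20 and 0.31. NR6A1, a nuclear receptor of germ cells, was higher by 0.32 at 1 Transcript cluster and by 0.07 at its other (unadjusted p = 0.264). The genes were taken by unadjusted p from limma (0.000756 for MON1A, 0.000997 for TTC23) among Transcript clusters with 1 gene symbol and a mean above the median, since none passed adjustment. At a Benjamini-Hochberg adjusted p under 0.05, limma called 0 of 32391 Transcript clusters, with a smallest adjusted p of 1.0. The two-tailed t-test of the methods also called 0, with the same adjustment over all Transcript clusters. The paper instead adjusted its t-test by permutation, over the Transcript clusters it kept or fewer, so the 2 counts are not alike. At an unadjusted p under 0.05, limma called 825 Transcript clusters and that t-test 846, where 5% of the clusters tested is 1620. With the cross breed tumours left out, a choice made after seeing the values, the count was 1773 and with the 13422 brightest Transcript clusters alone it was 286, with 0 after adjustment in both.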

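Of the 825 Transcript clusters at an unadjusted p under 0.05 from limma, 316 were higher and 509 lower in the M OMMs, so that 38.3% were higher. Among marker genes on the higher side were TIMP1, an inhibitor of matrix metalloproteinases (log2 difference 0.49, standard error 0.20), THBS1, a matrix glycoprotein (0.42, standard error 0.19), P4HA1, an enzyme of collagen maturation induced by hypoxia (0.31, standard error 0.14), and IFIT5, an interferon-induced RNA sensor (0.23, standard error 0.09). On the lower side were EGFL7, a secreted factor of endothelial cells (-0.34, standard error 0.13), CRNN, a protein of differentiated oral epithelium (-0.29, standard error 0.08), CXCR3, a chemokine receptor of activated T cells (-0.20, standard error 0.10, and -0.13 without the Bouvier des Flandres NM replicate 8), and CD163, a scavenger receptor of macrophages (-0.16, standard error 0.07). CRNN was higher in M than in NM OMMs in 12.2% of the pairs of 1 M and 1 NM tumour, and IFIT5 in 81.1%. These 8 genes were fixed only by a rule that takes the members of each gene list with the smallest p, and none passed adjustment over all Transcript clusters or over its list alone. The share of Transcript clusters with higher values in M OMMs lay between 31.6%, with the cross breed tumours left out, and 47.1%, with replicate number as a block, over all settings tried.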

A >1.5-fold difference in expression between the M and NM OMMs was observed for 12 genes (Table 2). 

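CXCL12, a chemokine that attracts cells bearing its receptor CXCR4, had a log2 value of 2.08 ± 0.76 (SD, n = 18) in the M OMMs and 2.77 ± 0.89 (SD, n = 10) in the NM OMMs, a difference of -0.69 (standard error 0.31, two-sided permutation p = 0.0375). RBM3, a cold-inducible RNA-binding protein, was 2.70 ± 0.56 in M and 3.38 ± 0.86 in NM OMMs (difference -0.67, permutation p = 0.0157). ADAM10, a membrane protease that sheds surface proteins, was the 1 gene with higher values in M OMMs among the 7 genes of Table 2 analysed here, at 3.43 ± 0.67 against 2.92 ± 0.45 (difference 0.51, permutation p = 0.0416). SLC25A51, the mitochondrial carrier of NAD, was lower in M OMMs by a difference of -0.56 (permutation p = 0.0239), SLC66A2, which the paper names PQLC1, by -0.54 (permutation p = 0.0331), and DPM2, a subunit of the synthase of dolichol-phosphate mannose, by -0.51 (permutation p = 0.0389). RPL29, a protein of the large ribosomal subunit measured by Transcript cluster 14328662, was 8.29 ± 2.30 in M and 9.63 ± 0.81 in NM OMMs (difference -1.34, permutation p = 0.0798). With breed as a block in limma, over the 20 tumours of breeds found in both groups, the unadjusted p was 0.239 for CXCL12 (difference -0.28), 0.14 for RBM3, 0.061 for SLC66A2, 0.291 for RPL29, 0.0356 for ADAM10, 0.0319 for SLC25A51 and 0.0039 for DPM2. With breed as a random block over all tumours it was 0.0591 for CXCL12, 0.151 for RPL29 and between 0.00748 and 0.0323 for the others, and with replicate number as a block, which is not shown to pair tumours, it was 0.0411 for ADAM10 and between 0.069 and 0.248 for the others. As ratios of NM to M medians, the paper's measure, the values were 2.26 for CXCL12, 1.62 for RBM3, 0.67 for ADAM10, 1.61 for SLC25A51, 1.72 for SLC66A2, 1.51 for DPM2 and 1.41 for RPL29. RPL29 differed between tumours with and without the cross breed label: it was 6.07 ± 2.46 (SD, n = 7) in cross breed OMMs, 6 of them M, and 9.67 ± 0.40 (SD, n = 21) in all others, and the highest cross breed value of 8.26 lay under the lowest other value of 9.00 (adjusted p = 7e-05 over 7 genes by a permutation test whose smallest unadjusted p is 1e-05). That comparison was set up after the low values of these tumours had been seen, so its p restates them. The 7 cross breed tumours also lay at the low end of the first principal component (-93.2 to -37.5), with which RPL29 had a Pearson r of 0.64 over all tumours, 0.93 within the cross breed tumours and 0.21 within the others. Without the cross breed tumours, a choice made after seeing the values, RPL29 was 9.52 ± 0.40 in 12 M OMMs and 9.86 ± 0.33 in 9 NM OMMs (difference -0.34, two-sided permutation p = 0.0531), while ADAM10 differed by 0.77 (two-sided permutation p = 0.00536). The genes were chosen by the study on these samples, so their direction is not independent evidence, and over 29 genes (25 of Tables 2 and 3, 3 more that the paper discusses and APOBEC3Z1) none of the 7 has an adjusted permutation p under 0.05 (0.0631 for all but RPL29, 0.0926 for RPL29). RPL29 shares all its values with another Transcript cluster. By the paper's RT-qPCR of these tumours, a different measurement, SLC25A51 went the other way and the ratios of ADAM10 and RBM3 lay near equality. Of the 7 genes, CXCL12 alone reached significance there. The small nucleolar RNAs of the table and the Transcript cluster without annotation were not analysed here.

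**Figure D2:**
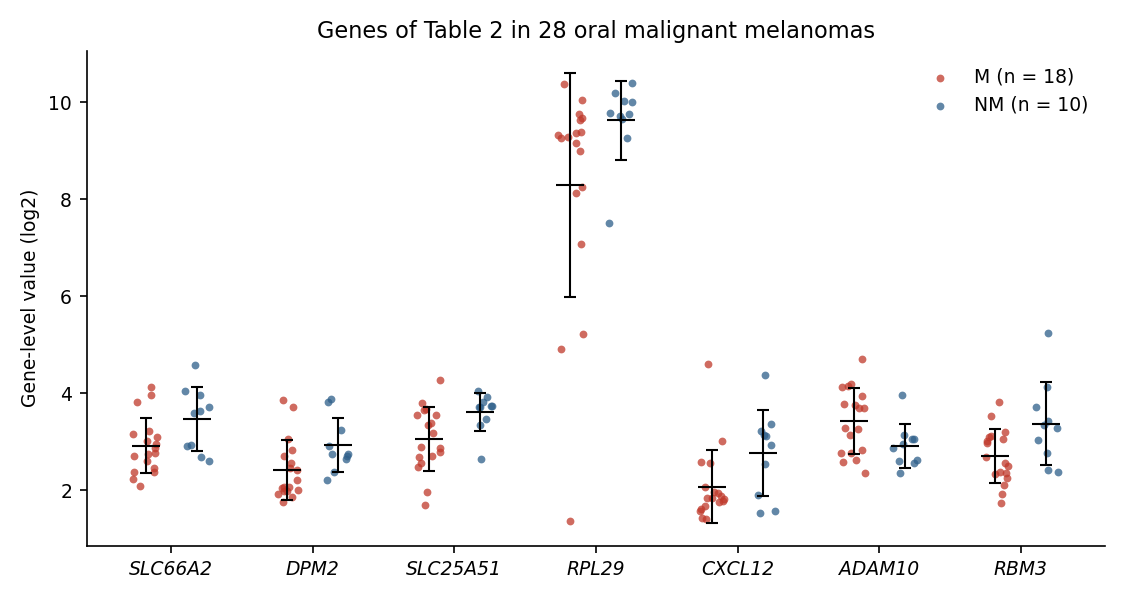
Log2 gene-level value (y axis) of each OMM for 7 genes of Table 2 (x axis), with M OMMs (n = 18) and NM OMMs (n = 10) side by side. Horizontal lines give means and error bars SDs. RPL29 spans 1.36 to 10.38 in M OMMs.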

Significant sequence similarity to a mRNA encoded by a single canine gene was established for a Transcript cluster for which gene annotation was unavailable (Table 2).

**Figure 1:**
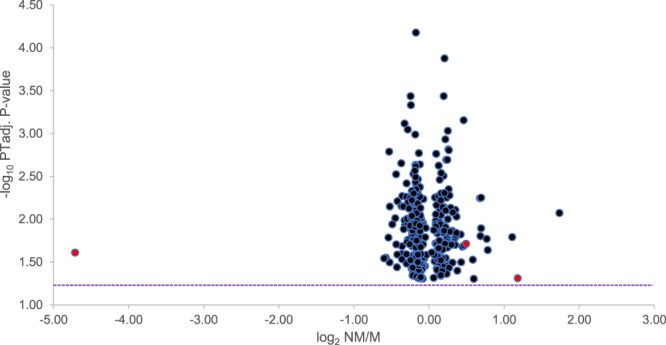
Genes differentially expressed between metastasising and non-metastasising OMMs. Exon microarray-measured expression of 331 genes in 18 metastasising (M) and 10 non-metastasising (NM) OMMs. The log_2_-transformed NM/M fold-change (x-axis) denotes the difference in gene expression between the M and NM OMMs. The minus log_10_-transformed permutation testing-adjusted t-test derived p-values (y-axis) indicates the statistical significances of gene expression differences. The dotted line illustrates the -log_10_ PTadj. p-value corresponding to a PTadj. p-value = 0.05. Red spheres represent the 3 genes subsequently employed in class prediction analysis.

**Table 2:** Genes displaying ≥ 1.5-fold differential expression between 18 metastasising and 10 non-metastasising OMMs as measured by microarray analysis.

Gene description (Gene symbol/ID.)	Chromosomal location^b^	Gene-level fold change (NM/M)^C^	Adj_p-value^d^
PQ loop repeat containing 1 (*PQLC1*)	1: 0.76	1.72	0.023
Small nucleolar RNA SNORA61	2: 71.92	2.16	0.016
Small nucleolar RNA SNORD104	9: 12.02	1.50	0.030
Dolichyl-phosphate mannosyltransferase polypeptide 2, regulatory subunit (*DPM2*)	9: 55.49	1.51	0.050
Solute carrier family 25, member 51 (*SLC25A51*)	11: 54.16	1.61	0.016
Ribosomal protein L29 (*RPL29*)	20: 37.73	1.50	0.019
Small nucleolar RNA SNORA76	27: 36.79	1.70	0.017
Chemokine (C-X-C motif) ligand 12 (*CXCL12*)	28: 2.90	2.27	0.049
Disintegrin and metalloproteinase domain-containing protein 10 (ADAM10)	30: 23.61	0.66	0.029
RNA-Binding Motif Protein 3 (*RBM3*)	X: 41.81	1.62	0.013
Small nucleolar RNA SNORD61	X: 107.18	3.33	0.008
Sequence similarity to Apolipoprotein B mRNA editing enzyme catalytic subunit 3 A (E-val: 0.0; 375 bp; 88%) (*APOBEC3A*)^a^	Unknown	0.04	0.025

^a^Transcript cluster with no gene annotation. The most significant similarity between the sequence (spliced exons) of the Transcript cluster and a canine mRNA is listed. The significance of the sequence similarity is denoted by the E value and the length of the sequence alignment, and the proportion of the Transcript cluster sequence included in the alignment is stated.

^b^Chromosomal location is denoted by the chromosome name and the gene start base co-ordinate^55^.

^c^Ratio of median gene-level expression values.^d^Permutation testing-adjusted t-test p-value.

### Functional annotation enrichment analysis

For Transcript clusters for which an Ensembl Gene ID^55^ could be defined, the frequencies of functional annotations assigned to the Transcript clusters differentially expressed (300 of 331) between the M and NM OMMs were compared to those assigned to the Transcript clusters (11,842 of 13,422) for which the expression (above background) of ≥1 exon probe set was detected in at least 30% of the OMMs in the M and/or M groups. 

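Genes of cell proliferation, such as replication factors and mitotic kinases, were shifted to higher values in M OMMs, with 37 of 39 measured members higher (adjusted p = 2.35e-08 from camera in limma, and adjusted p = 0.349 with a correlation between genes estimated from the data). MCM3, a subunit of the replicative helicase, was 1.46 ± 0.15 (SD, n = 18) in M and 1.3 ± 0.12 (SD, n = 10) in NM OMMs, CCNB1, the cyclin of mitotic entry, was higher by a log2 difference of 0.22, and TTK, a kinase of the spindle checkpoint, by 0.11. Over all tumours MCM3, CCNB1 and TTK had means of 1.40, 1.45 and 1.31, under the median of 1.62 over all Transcript clusters, so low signal limits their differences. MKI67, a widely used marker of cycling cells, differed by 0.02 (standard error 0.13). Genes of cytosolic ribosomal proteins were shifted to lower values in M OMMs, with 54 of 63 lower (adjusted p = 1.41e-05, and adjusted p = 0.532 with an estimated correlation), among them RPS13 by a difference of -0.43 and RPL17 by -1.02. Markers of B and plasma cells were lower in 15 of 18 cases (adjusted p = 0.000328, and adjusted p = 0.349 with an estimated correlation), among them BANK1, a scaffold of B cell receptor signalling, by -0.41 at 1 Transcript cluster and by -0.10 at its other, and MS4A1, the CD20 antigen, by -0.42. Without the Irish Terrier NM OMM (replicate 7) the log2 fold change of MS4A1 was -0.14 and the list's adjusted p was 0.035. Markers of skeletal muscle were lower in 23 of 27 cases (adjusted p = 0.000424, and adjusted p = 0.532 with an estimated correlation) and fibroblast markers in 20 of 28 (adjusted p = 0.0497, and adjusted p = 0.638 with an estimated correlation), among these DCN, a matrix proteoglycan, by -0.72 (standard error 0.51). None of these calls held with the estimated correlation. Of all 26 lists tested, camera called 6, the other being the Fanconi anaemia pathway, and 0 genes of any list passed adjustment over all Transcript clusters or adjusted over the list alone. Without the Great Dane NM OMM (replicate 1) the muscle list had an adjusted p of 0.281 and pointed up, without the Golden Retriever NM replicate 2 the fibroblast list had one of 0.521 and pointed up (its call was also lost, at 0.0594 to 0.171, without any of M replicates 3, 4, 5, 6, 7, 10, 11, 12, 13, 16 and 17 or NM replicates 3 and 5), and without the cross breed tumours, a choice made after seeing the values, the ribosomal list had one of 0.54 and pointed up. Breed as a random block gave the ribosomal list an adjusted p of 0.185 and the fibroblast list 0.33, and replicate number as a block gave 0.0814 and 0.178. Camera compares the shift of a list's genes with that of all other genes and differs from counting annotations among called genes.

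**Figure D3:**
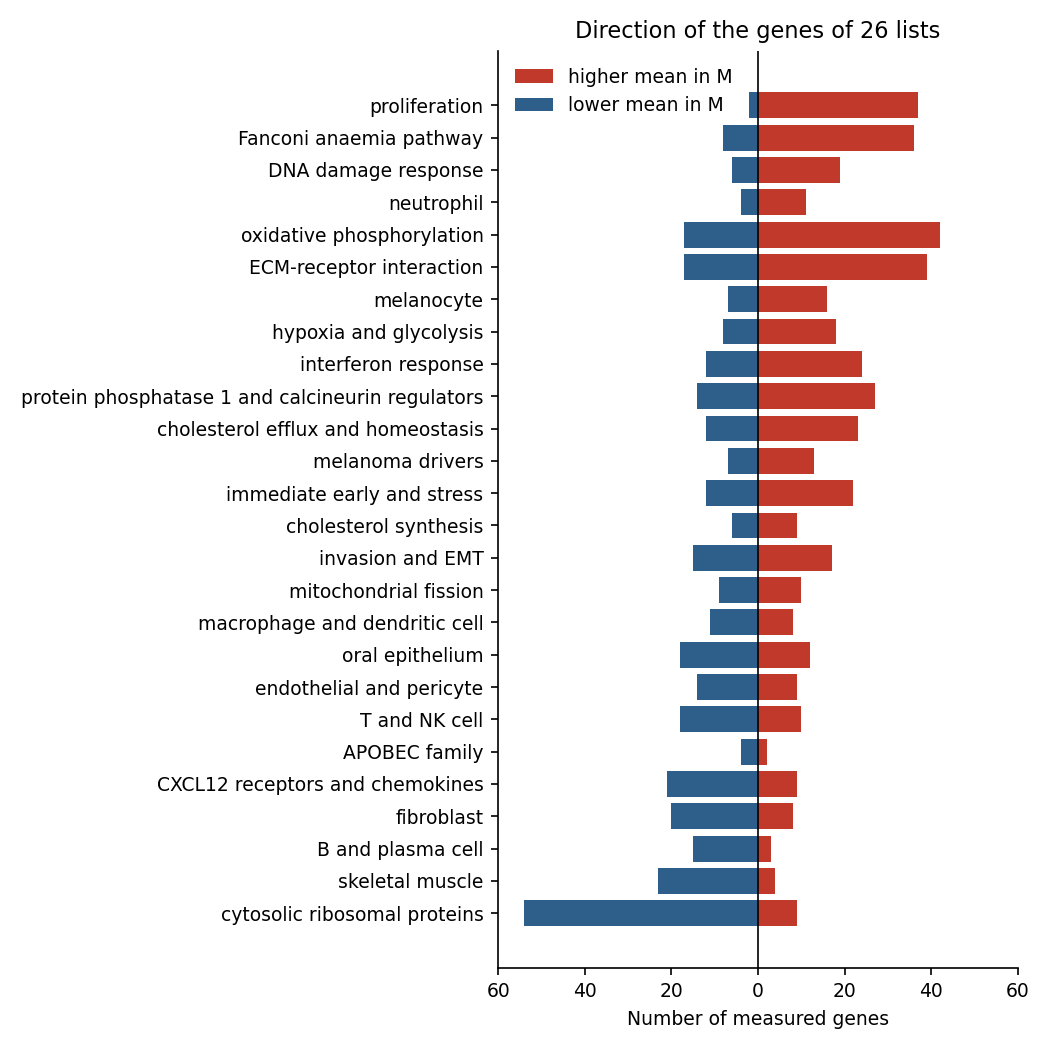
Number of measured genes (x axis) with a higher mean in M OMMs (bars to the right) and with a lower mean (bars to the left), for each of 26 gene lists (y axis). Lists are ordered by the share of genes higher in M OMMs, with cytosolic ribosomal proteins at the bottom (54 of 63 lower) and proliferation at the top (37 of 39 higher).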

Over-represented amongst the genes exhibiting differential expression were 4 Gene Ontology Consortium biological processes and one KEGG pathway (Table 3).

**Table 3:** Differentially expressed gene-associated enriched functional annotations.

Functional annotation^a^	Fold enrichment^b^	P-value^c^	Gene expression	
			NM > M	M > NM
GO: 0010923 negative regulation of phosphatase activity	5.972	0.009	GPATCH2, PPP1R37	CASC5, CHP1, CSRNP2
cfa03460: Fanconi anaemia pathway	4.821	0.018	FANCC	FANCB, FANCI, RPA2, TOP3A
GO: 0000266 mitochondrial fission	11.824	0.025	COX10, MUL1	MTFR1
GO: 0010875 positive regulation of cholesterol efflux	10.749	0.030	NR1H3, PLTP	APOE
GO: 0042632 cholesterol homeostasis	5.086	0.042	NR1H3	ABCA2, APOE, MTTP

^a^GO BP: Gene Ontology Biological Process; KP: Kegg Pathway.

^b^Fold enrichment - Proportion of 300 differentially expressed genes with the functional annotation/proportion of 11,842 genes expressed in the OMM that have the functional annotation.

^c^P-value: Fisher Exact test p-value (EASE score) modified to reduce false positive results.

### RT-qPCR validation of differential expression

The expression, in the 18 M and 10 NM OMMs included in differential gene expression analysis, of the 12 genes which displayed >1.5-fold differences in expression between M and NM OMMs were assayed by RT-qPCR (Table 4). The expression of Small nucleolar RNA SNORD61 (which had the lowest median level of expression of the 12 differentially expressed genes) could not be measured reliably in the OMM samples (Cq values >35 were obtained, or amplification was not detected), although its expression could be detected (Geomean Cq = 27.14) in cDNA prepared from 2 µg of a pool of OMM total RNA samples.

**Table 4:** Differences in gene expression between M and NM OMMs measured by RT-qPCR.

Gene symbol/ID.	Exon-level fold change^a^ (NM/M)	RT-qPCR				
		No. NM OMMs^b^	No. M OMMs^b^	Fold change^c^ (NM/M)	Spearman RCC^d^	p-value^e^
*PQLC1*	9.26	10	17	1.32	0.52 (0.006)	0.94
SNORA61	2.16	10	17	1.76	0.63 (0.0004)	0.76
SNORD104	1.50	10	16	1.82	0.59 (0.001)	0.76
*DPM2*	1.90	9	18	1.34	0.49 (0.010)	0.94
*SLC25A51*	1.61	10	14	0.52	−0.35 (0.097)	0.31
*RPL29*	1.41	10	17	2.39	0.51 (0.006)	0.34
SNORA76	1.70	6	12	1.12	−0.1 (0.702)	0.94
*CXCL12*	31.08	10	17	7.14	0.43 (0.024)	0.04
*ADAM10*	0.42	10	17	0.96	0.41 (0.035)	0.76
*RBM3*	1.35	10	18	0.95	0.16 (0.425)	0.94
*APOBEC3A*	0.04	7	17	0.20	0.72 (0.00008)	0.08

^a^Fold change difference in expression between 18 M and 10 NM OMMs determined by microarray - Ratio of median expression values for the Exon probe set upon which RT-qPCR assay design was based.

^b^The numbers of NM and M OMMs represent the numbers of samples for which valid Cq (Cq < 35; Cq SD < 0.5) measurements were. obtained. ‘Non-valid’ Cq values were attributable to: Cq < 35 or ‘undetermined’ and Cq SD > 0.5.

^c^Fold change (ratio of median expression values) determined by RT-qPCR assay.

^d^The Spearman rank correlation coefficient (RCC) indicates the extent of the concordance between the expression values for individual OMMs assayed by microarray and RT-qPCR, respectively.The statistical significance (two-tailed p-value) of the correlation is shown in parenthesis.

^e^The statistical significance of differences between the RT-qPCR measured gene expression values for the NM and M OMMs determined by t-test.

For most of the other 11 genes, Cq values ≥35/’undetermined’ and/or a Cq standard deviation (triplicate assays) of >35 meant that valid gene expression measurements were recorded for slightly fewer than the 28 OMM biopsies profiled by microarray hybridisation. For 8 genes, the expression levels in individual OMMs measured by microarray (exon-level probe set) and RT-qPCR, respectively, were highly concordant, as were the NM OMM/M OMM fold differences in expression determined by the two techniques (Table 4). For SLC25A51 and SNORA76 there was a negative correlation between the gene expression values measured by microarray and RT-qPCR, and for SLC25A51 there was a difference between the ‘direction’ of NM: M differential expression as assessed by microarray and RT-qPCR, respectively (Table 4). These results suggest that for both SLC25A51 and SNORA76 the transcript quantified by PCR assay was different to that measured by microarray hybridisation. The differential expression of *CXCL12* achieved statistical significance.

### Class prediction analysis

Based on an evaluation of the relative characteristics of the expression values measured for the 13,422 Transcript clusters ‘present’ in the OMMs, the optimal classification function for prediction of OMM ‘metastatic status’ (M or NM) was predicted to be Linear Discriminant Analysis (LDA; predicted accuracy = 0.761; lowest predicted accuracy - k-nearest neighbours = 0.408). The ranking of genes for their utility in class prediction may be based on the statistical significance of their difference in expression between classes. However, ‘filter’ gene selection methods may be based upon other metrics^56^, including fold-change differences in gene expression between classes^57,58^. Consequently, the efficacy of using the 3 genes shown (by RT-qPCR analysis) to exhibit >two-fold differential expression (Table 4, Fig. 2) for class prediction was tested. The relationships between the M and NM OMMs, in the context of the variation in the expression levels of *CXCL12*, *APOBEC3A* and *RPL29*, is effectively visualised by principal component analysis (Fig. 3).

**Figure 2:**
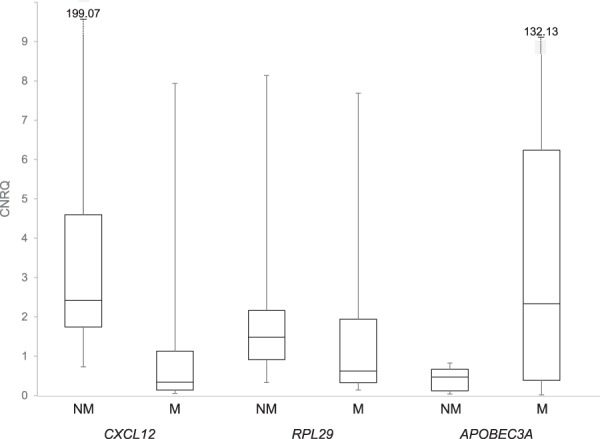
RT-qPCR-measured expression levels in OMMs of 3 genes employed in Linear Discriminant Analysis classifier. Expression values that encompass those shared by 25% and 75% of the OMMs are denoted by the bottom and top of each box, respectively. The median expression value is represented by the line within each box, and the maximum and minimum expression values are indicated by the lines extending above and below each box, respectively. M = metastasising tumour; NM = Non-metastasising OMM.

**Figure 3:**
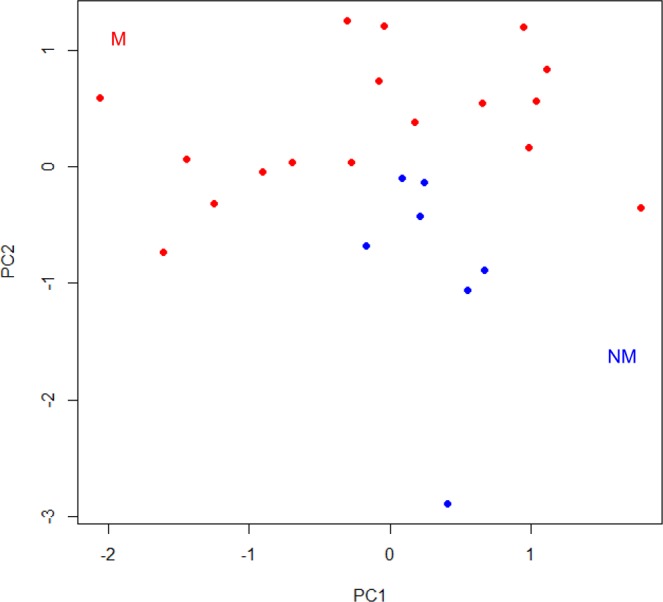
Relationship between M and NM OMMs in the context of the expression levels of the genes employed for class prediction. Principal component analysis was performed using the RT-qPCR-measured expression levels of *CXCL12*, *APOBEC3A* and *RPL29* in 17 M (red circles) and 7 NM (blue circles) OMMs. The first (PC1) and second (PC2) principal components are shown.

Random sampling cross-validation was initially employed to test the performance of the LDA classifier. Two M OMMs and 1 NM OMM were randomly selected on each of 20 occasions, and the accuracy of their classification (as N or NM) measured after training the classifier using the remaining 15 M and 6 NM OMMs’ expression values (Fig. 4). For M OMMs, mean and median classification accuracies of 100% were estimated, whilst mean and median classification accuracies of 65% and 100%, respectively, were estimated for the NM OMMs. In a subsequent evaluation of classifier performance by ‘leave-one-out cross validation’, 94% of 17 M OMMs and 86% of 7 NM OMMs were correctly classified (Fig. 4).

**Figure 4:**
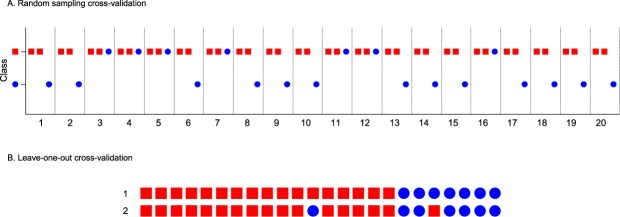
Class Prediction by Linear Discriminant Analysis. (**A**) Random sampling cross-validation. On each of 20 occasions, the RT-qPCR-measured expression values of 3 genes (*CXCL12*, *RPL29* and *APOBEC3A*) which displayed >two-fold differential expression between M and NM OMMs were used to predict the class (M = a square, and NM = a circle) of 3 randomly-selected OMMs (2 M OMMs and 1 NM OMM, which represent 10% of the OMMs and constituted a ‘test set’). Prior to class prediction, the LDA classifier was trained using the gene expression data obtained for the remaining 90% of the OMMs (15 M and 6 NM OMMs, which constituted a ‘training set’). (**B**) Leave-one-out cross-validation. The RT-qPCR-measured expression values of 3 genes (*CXCL12*, *RPL29* and *APOBEC3A*) which displayed >two-fold differential expression between M and NM OMMs were used to predict the class of each of 24 OMMs (17 M = squares, 7 NM = circles). On each of 24 occasions, the class of one OMM was predicted after the LDA classifier had been trained using the gene expression data obtained for the remaining 23 OMMs. Row 1 depicts the actual class of each OMM and row 2 the predicted class of each tumour.

## Discussion

Malignant melanomas are the most common canine melanocytic neoplasm^3,4,18^ and the most common oral malignancy in dogs^1^. At the present time there is no means to accurately predict if an individual OMM is one of the significant proportion of tumours that will metastasise, and metastasis is commonly underestimated during tumour staging due to a failure to sample all appropriate lymph nodes, and/or a failure of detection by standard cytology or histopathology. Metastasis is the most common cause of death in dogs treated for OMM, but there is currently no proven effective therapy to delay or prevent metastasis. With no means of accurately predicting OMM metastasis, it is possible that palliative adjuvant treatment is not prescribed for dogs with an unrecognised ‘metastasising OMM’.

Molecular genetic and epigenetic ‘events’ that promote canine OMM metastasis may be both predictive indicators of canine OMM metastasis and the focus for therapeutics intended to prevent metastasis. Through comparative genome-wide gene expression profiling of 18 primary OMMs that metastasised and 10 primary OMMs that did not metastasise, in the present study we aimed to identify dog breed-independent OMM metastasis-associated gene expression.

Increased expression in M OMMs characterised 60% of the genes differentially expressed between M and NM OMMs. 

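Apart from proliferation, ribosomal proteins, B and plasma cells, skeletal muscle and fibroblasts, the gene groups outside the functional annotations of Table 3 leaned to either direction without passing camera's adjusted p. Genes of the DNA damage response were higher in M OMMs in 19 of 25 cases (adjusted p = 0.061 from camera), with MDM2, the ubiquitin ligase of p53, at 1.78 ± 1.19 (SD, n = 18) in M and 1.18 ± 0.12 (SD, n = 10) in NM OMMs. Genes of the interaction of cells with extracellular matrix were higher in 39 of 56 cases (adjusted p = 0.0641), with ITGB3, an integrin chain, higher by 0.20 and AGRN, a matrix proteoglycan, by 0.30. Genes of hypoxia and glycolysis were higher in 18 of 26 cases (adjusted p = 0.155), of the interferon response in 24 of 36 (0.155), of invasion in 17 of 32 (0.177), of oxidative phosphorylation in 42 of 59 (0.177), of neutrophils in 11 of 15 (0.177), melanoma driver genes in 13 of 20 (0.209), melanocyte markers in 16 of 23 (0.219) and immediate early and stress genes in 22 of 34 (0.49). CDK4, a cyclin-dependent kinase often amplified in mucosal melanoma, was 3.30 ± 0.91 in M and 2.84 ± 0.55 in NM OMMs, and RAB38, which carries cargo to melanosomes, 4.80 ± 1.26 and 4.23 ± 1.77. CXCL8, a chemokine that attracts neutrophils, was 5.35 ± 1.88 in M and 4.03 ± 1.41 in NM OMMs (difference 1.32, two-sided permutation p = 0.0636). Markers of T and NK cells were lower in M OMMs in 18 of 28 cases (adjusted p = 0.0574), such as CD2, an adhesion molecule of T cells, by -0.37. Markers of oral epithelium were lower in 18 of 30 cases (0.141), of macrophages and dendritic cells in 11 of 19 (0.155) and of endothelial cells and pericytes in 14 of 23 (0.155). KRT10, a keratin of suprabasal epithelium, was 1.39 ± 0.20 in M and 2.04 ± 1.39 in NM OMMs, a difference of -0.65 that was -0.27 without Labrador Retriever NM replicate 4. Of chemokines and their receptors, 21 of 30 were lower (adjusted p = 0.225, direction down, median difference -0.034), although their mean difference was 0.008. Of 4 APOBEC cytidine deaminases listed with the adenosine deaminases ADAR and ADARB1, 4 of 6 genes were lower (0.6). Of enzymes of cholesterol synthesis 9 of 15 were higher, with a median difference of 0.025 and a mean of 0.009, while camera's direction was down (adjusted p = 0.942). Several of these lists came under 0.05 when 1 tumour was left out: T and NK cells without any of M replicates 2, 3, 4, 8, 11, 12, 13, 14 and 17 or NM replicates 1, 2, 3, 4 and 9 (0.00932 to 0.0481), interaction with extracellular matrix without M replicates 3, 4, 11, 12, 13 or 17 or NM replicates 2, 3, 4 or 5 (0.0126 to 0.0499), and the DNA damage response without M replicates 2, 3, 6, 14 or 17 or NM replicates 1 or 6 (0.0309 to 0.0478). Oral epithelium did so without M replicates 14 or 15 or NM replicates 6, 7, 9 or 10 (0.00607 to 0.0465), oxidative phosphorylation without M replicate 17 or NM replicates 1, 2 or 3 (0.0169 to 0.0327), melanocyte markers without NM replicates 2 or 3 (0.0126 and 0.00932), invasion without NM replicate 2 (0.0335), endothelial cells and pericytes without M replicate 1 (0.0361), the interferon response without NM replicate 6 (0.0366) and macrophages and dendritic cells without M replicate 6 (0.0485). Without Golden Retriever NM replicate 2, camera called 10 lists in place of 6, and it called 12 with breed as a random block and 12 with the cross breed tumours left out, a choice made after seeing the values. All these calls took a preset correlation of 0.01 between genes. Over all tumours, camera called no list with a correlation estimated from the data (lowest adjusted p 0.349). Of 100 splits of the arrays into 18 and 10, the real one included, 39 gave at least 6 calls.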

Further indication of the potential significance to OMM metastasis of the ‘up-regulation’ of pro-metastatic gene expression is that a similar proportion of the genes differentially expressed between human oral mucosal melanoma lymph node metastases and paired non-metastatic lymph nodes were expressed at an increased level in the lymph node metastases^47^. An understanding of the mechanisms by which changes in gene expression mediate OMM metastasis is afforded by functional annotation enrichment analysis.

Reversible protein phosphorylation is integral to intracellular signal transduction pathways, and requires the coordinated action of protein kinases and protein phosphatases. Disruption of the balance between phosphorylation and dephosphorylation is associated with carcinogenesis, and protein phosphatases have been recognised as tumour suppressors^59^. Aberrant expression of protein phosphatase inhibitors has been reported in a wide variety of human cancers^60^. 

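CSRNP2, a regulator of protein phosphatase 1, had a log2 value of 2.06 ± 0.30 (SD, n = 18) in M OMMs and 1.80 ± 0.10 (SD, n = 10) in NM OMMs, a difference of 0.26 (standard error 0.10, two-sided permutation p = 0.0168). KNL1, a kinetochore scaffold that docks the same phosphatase and that the paper names CASC5, was 1.35 ± 0.21 in M and 1.21 ± 0.09 in NM OMMs (permutation p = 0.0259). CHP1 was 2.64 ± 0.65 in M and 2.23 ± 0.25 in NM OMMs, with a permutation p of 0.0665. PPP1R37, another subunit of the phosphatase, was 1.61 ± 0.12 in M and 1.77 ± 0.17 in NM OMMs, a difference of -0.16 (permutation p = 0.00677, adjusted p = 0.0393 over the 29 genes tested together). GPATCH2, at its brighter Transcript cluster, was 1.61 ± 0.23 in M and 1.81 ± 0.24 in NM OMMs (permutation p = 0.0400), and its other Transcript cluster differed by -0.17 (unadjusted p = 0.0863 from limma). Over the 29 genes the adjusted permutation p was 0.0631 for CSRNP2, KNL1 and GPATCH2 and 0.0804 for CHP1. Over the 20 tumours of breeds found in both groups, with breed as a block in limma, the unadjusted p was 0.00224 for CHP1, 0.0648 for KNL1, 0.0657 for PPP1R37, 0.0704 for CSRNP2 and 0.507 for GPATCH2. Of 41 measured regulators of protein phosphatase 1 and calcineurin, 27 were higher and 14 lower in M OMMs, and the list as a whole did not pass camera (adjusted p = 0.516). At an unadjusted p under 0.05, 1 member was higher and 2 were lower, and 0 members passed when adjusted over the list alone. The list holds the genes of Table 3, chosen on these samples, and is not independent evidence of their direction. The adjustment over the 29 genes does not cover that choice, and none of these genes passed adjustment over all Transcript clusters. CHP1 apart, their values lie near the lower end of the arrays' range.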

Two genes (*GPATCH2*, *PPP1R37*) with the ‘negative regulation of phosphatase activity’ annotation showed decreased expression in the M OMMs and three genes (*CASC5*, *CHP1*, *CSRNP2*) with the same annotation showed increased expression in the M OMMs. *PPP1R37*, *GPATCH2* (also known as *PPP1R30*), CASC5 (or *PPP1R55*) and *CSRNP2* (or *PPP1R72*) encode proteins recognised as inhibitory regulatory subunits of phosphoprotein phosphatase 1 (PPP1)^61^, a protein serine-threonine phosphatase that regulates several members of the Transforming growth factor beta signalling pathway^62^, which promotes invasion and metastasis in advanced stages of cancer^63^. Inhibition of PPP1 by the regulatory subunit PPP1R1A in Ewing sarcoma has been shown to promote tumour growth and metastasis^64^. CHP1 (Calcineurin Homologous Protein 1) inhibits the serine/threonine protein phosphatase 2B^65^, which is responsible for the dephosphorylation (and thus activation) of Nuclear factor of activated T cells (NFAT) transcription factors 1–4^66^. NFATs have been shown to have both pro-metastatic^67^ and anti-metastastic^68^ activities.

The Fanconi anaemia (FA) pathway is a multi-protein DNA repair pathway that resolves DNA interstrand cross-links encountered during DNA replication that would otherwise block replication and transcription, and lead to gross chromosome abnormalities^69^. The pathway forms part of the DNA damage response network^70^ which maintains genome integrity. Four genes (*FANCB*, *FANCI*, *RPA2*, *TOP3A*) with the ‘FA pathway’ annotation showed elevated expression in M OMMs, whilst a fifth FA pathway gene (*FANCC*) displayed marginally decreased expression in the M OMMs. FANCB and FANCC encode proteins that form part of the FA core complex, an ubiquitin E3 ligase that monoubiquinates FANCI (and FANCD2), the ID complex, which is subsequently re-localised to the DNA lesion, and (with Group III FA proteins) co-ordinates DNA cross-link repair^71^. The RPA2 and TOP3A proteins perform DNA repair functions associated with the FA pathway. RPA2 is a subunit of the Replication Protein A complex, which is involved in DNA repair in the cellular response to DNA damage^72^, whilst TOP3A encodes a DNA topoisomerase that controls DNA topology during DNA repair^73^. The elevated expression of DNA repair pathway genes in human primary cutaneous melanoma has been associated with distant metastasis and poor prognosis^74^. Subsequently, the increased expression of FA and DNA damage response pathway genes has been reported in human ‘high grade’ primary cutaneous melanoma (which are associated with significantly reduced survival), relative to ‘low grade’ primary tumours^45^, and in human cutaneous melanoma metastases relative to normal skin^75^. As FA pathway gene expression correlates with FA pathway activity^76^, it appears that the FA pathway is activated in metastasising human cutaneous melanoma and canine OMM. FA pathway activation may be a response to increased genome instability in advanced melanomas, and may confer a selective advantage supporting metastasis to distant sites.

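FANCI, which with FANCD2 forms the complex that is loaded onto DNA at cross-links, had a log2 value of 1.52 ± 0.14 (SD, n = 18) in M OMMs and 1.32 ± 0.11 (SD, n = 10) in NM OMMs, a difference of 0.20 (standard error 0.06, two-sided permutation p = 0.00067, adjusted p = 0.0194 over the 29 genes tested together), and the M tumour had the higher value in 88.9% of pairs. RPA2, a subunit of the protein that coats single-stranded DNA, was 1.77 ± 0.20 in M and 1.53 ± 0.13 in NM OMMs (difference 0.24, permutation p = 0.00228, adjusted p = 0.0331). FANCB, of the core complex, was 1.19 ± 0.12 in M and 1.08 ± 0.12 in NM OMMs (permutation p = 0.0222), and TOP3A, a topoisomerase, 1.78 ± 0.16 and 1.66 ± 0.13 (permutation p = 0.0501). FANCC, also of the core complex, was lower in M OMMs by a difference of -0.12 (permutation p = 0.0392) at its brighter Transcript cluster and by -0.04 (unadjusted p = 0.603 from limma) at the other. FANCD2 differed by 0.08 (permutation p = 0.181). Adjusted over the 29 genes, the permutation p was 0.0631 for FANCB and FANCC, 0.0632 for TOP3A and 0.202 for FANCD2. Blocking on breed in limma, over the 20 tumours of breeds found in both groups, gave an unadjusted p of 0.000557 for FANCI, 0.0364 for RPA2, 0.0629 for FANCB, 0.0929 for TOP3A and 0.253 for FANCC. Of 44 measured genes of the Fanconi anaemia pathway and its partners, 36 were higher and 8 lower in M OMMs, with a median difference of 0.049 (adjusted p = 0.00299 from camera, and adjusted p = 0.349 with an estimated correlation). At an unadjusted p under 0.05, 3 members were higher and 0 lower, and 0 members passed when adjusted over the list alone. The list holds genes of Table 3, which the study chose on these samples, so it is not independent evidence of its direction. Adjusting over the 29 genes does not cover that choice, and none of these genes passed adjustment over all Transcript clusters. Among the 16195 Transcript clusters with the higher means the list's adjusted p was 0.0693. All these genes have values near the lower end of the arrays' range. From the elevated expression of pathway genes in M OMMs, in human cutaneous melanoma and its metastases, and from the reported link between the expression and the activity of the pathway, the paper proposes that the pathway is activated in metastasising OMM, and that this may answer genome instability and favour spread.

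**Figure D4:**
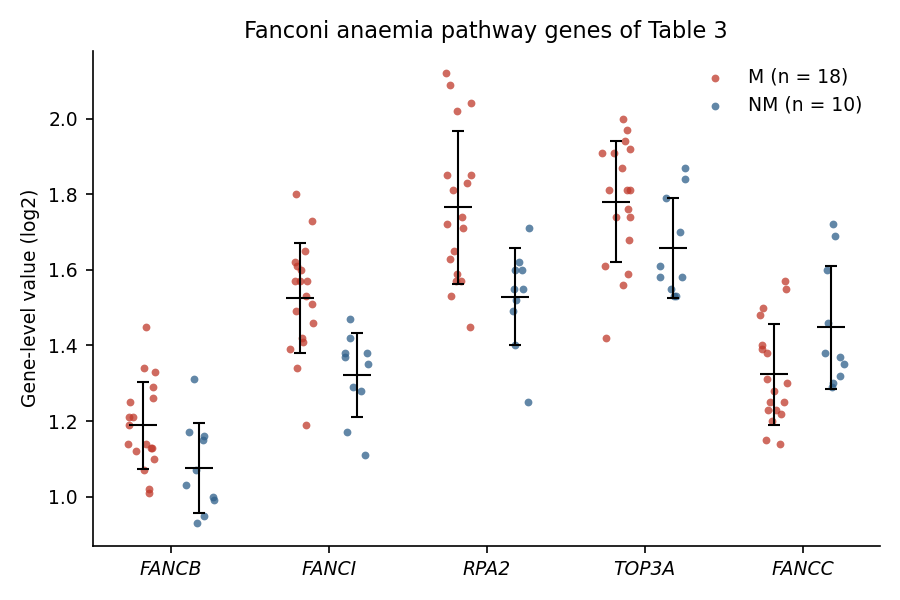
Log2 gene-level value (y axis) of each OMM for 5 genes of the Fanconi anaemia pathway named in Table 3 (x axis), with M OMMs (n = 18) and NM OMMs (n = 10) side by side. Horizontal lines give means and error bars SDs. The y axis does not start at 0.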

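MTFR1, a regulator that promotes fission of mitochondria, had a log2 value of 1.88 ± 0.53 (SD, n = 18) in M OMMs and 1.53 ± 0.14 (SD, n = 10) in NM OMMs, a difference of 0.34 (standard error 0.17, two-sided permutation p = 0.0435). MUL1, a ubiquitin ligase of the outer mitochondrial membrane, was 1.54 ± 0.20 in M and 1.71 ± 0.17 in NM OMMs (difference -0.17, permutation p = 0.0300). COX10, an enzyme on the path to the heme A of cytochrome c oxidase, was 1.41 ± 0.21 in M and 1.56 ± 0.17 in NM OMMs (difference -0.16, permutation p = 0.0483). MARCHF5, another ubiquitin ligase of mitochondria, was higher in M OMMs by 0.11 (permutation p = 0.0469, and a difference of 0.07 without Golden Retriever NM replicate 9) and was named by the rule on list members. Adjusted over the 29 genes of the tables and text tested together, the permutation p was 0.0631 for MTFR1 and MUL1 and 0.0632 for COX10. In limma with breed as a block, over the 20 tumours of breeds found in both groups, the unadjusted p was 0.0651 for MTFR1, 0.068 for MUL1 and 0.19 for COX10. Of 19 measured genes of mitochondrial fission, 10 were higher and 9 lower in M OMMs, and the list did not pass camera (adjusted p = 0.815, direction up). It pointed down without any of the M replicates 8, 10 and 16 or NM replicate 5 (adjusted p between 0.707 and 0.901). The genes of Table 3 in the list were chosen on these samples, so their direction is not independent evidence, and 0 members passed when adjusted over the list alone. MTFR1, MUL1, COX10 and MARCHF5 have values near the lower end of the arrays' range.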

Two genes (*COX10*, *MUL1)*) with the ‘mitochondrial fission’ annotation displayed decreased expression in the M OMMs and one gene (*MTFR1*) with the same annotation showed elevated expression in the M OMMs. Increased expression of mitochondrial fission pathway genes has been associated with the invasiveness and metastasis of some cancers^77,78^. *MTFR1* (Mitochondrial Fission Regulator 1) is upregulated in metastatic uveal melanoma^79^, and is a member of a 20-gene panel whose collective high expression is predictive of prostate cancer metastasis^80^. Conversely, suppression of *MUL1* (Mitochondrial E3 Ubiquitin Protein Ligase 1) has been associated with the progression of human head and neck cancer^81^. *COX10* (Cytochrome C Oxidase Assembly Homolog 10) is a member of a 14-gene classifier for colorectal cancer metastasis, identified by differential gene expression analysis of early and late stage primary colorectal cancer^82^.

Deregulation of the expression of genes involved in cholesterol homeostasis pathways has been associated with cancer development and progression^83^. In melanoma, the increased expression of 7 cholesterol synthesis pathway genes has been correlated with decreased patient survival^84^. 

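APOE, the apolipoprotein that carries lipids out of cells and through tissue, had a log2 value of 2.78 ± 0.60 (SD, n = 18) in M OMMs and 2.15 ± 0.41 (SD, n = 10) in NM OMMs, a difference of 0.63 (standard error 0.21, two-sided permutation p = 0.00583, adjusted p = 0.0393 over the 29 genes tested together), and the M tumour had the higher value in 82.8% of pairs. NR1H3, the oxysterol receptor known as liver X receptor alpha, was 1.48 ± 0.15 in M and 1.69 ± 0.21 in NM OMMs (difference -0.21, permutation p = 0.00573, adjusted p = 0.0393). PLTP, which transfers phospholipids between lipoproteins, was 1.86 ± 0.16 in M and 2.01 ± 0.22 in NM OMMs (permutation p = 0.0398), a difference of -0.15 that was -0.10 without cross breed NM replicate 10. ABCA2, a lipid transporter, was higher in M OMMs by 0.12 (permutation p = 0.0472) and MTTP, which loads lipid onto lipoproteins, by 0.10 (permutation p = 0.0191). The adjusted permutation p over the same genes was 0.0631 for PLTP and MTTP and 0.0632 for ABCA2. A breed block in limma, over the 20 tumours of breeds found in both groups, gave an unadjusted p of 0.00722 for APOE, 0.0461 for PLTP, 0.105 for MTTP, 0.195 for NR1H3 and 0.321 for ABCA2. NR1H2, the beta form of the liver X receptor, was 2.03 ± 0.38 in M and 1.95 ± 0.13 in NM OMMs (permutation p = 0.519), and its difference was negative with replicate number as a block and without the cross breed tumours. Of 35 measured genes of cholesterol efflux and homeostasis, 23 were higher and 12 lower in M OMMs, and the list did not pass camera (adjusted p = 0.202). At an unadjusted p under 0.05, 2 members were higher and 2 lower, and 0 members passed when adjusted over the list alone. Genes of the list that Table 3 names were chosen by the study on these samples and are not independent evidence of its direction. That choice is not covered by the adjustment over the 29 genes, and none of these genes passed adjustment over all Transcript clusters. APOE apart, their values lie near the lower end of the arrays' range.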

Two genes (*NR1H3*, *PLTP*) with the ‘Positive regulation of cholesterol efflux’ and/or ‘(positive regulation of) cholesterol homeostasis’ annotation were expressed at a decreased level in the M OMMs and three genes (*APOE*, *MTTP*, *ABCA2*) with one, or both, of the same annotations, showed elevated expression in the M OMMs. *NR1H3* (or Liver X Receptor Alpha isoform) is a Nuclear Receptor superfamily transcription factor which when activated by oxysterol binding drives cholesterol efflux^85^. Agonist activation of the Liver X Receptor Beta isoform (*NR1H2*) has been shown to suppress the growth and metastasis of melanoma cells by transcriptional induction of apolipoprotein-E^86^. Reduced *NR1H3* expression is predictive of decreased recurrence-free survival in muscle-invasive bladder cancer^87^, and associated with reduced overall survival in hepatocellular carcinoma^88^. *APOE* (apolipoprotein-E) is a lipid transport protein essential for the normal catabolism of triglyceride-rich lipoproteins^89^. Elevated APOE expression is associated with lymph node metastasis of human gastric cancer^90^ and lung adenocarcinoma^91^, although it has been identified as a metastasis suppressor *in vitro* in human cutaneous melanoma^92^. *PLTP* (Phospholipid Transfer Protein) transfers phospholipids from triglyceride-rich lipoproteins to high density lipoprotein, and is involved in the uptake of cholesterol from peripheral cells and tissues. *PLTP* expression was increased in Grade IV human glioma relative to low grade glioma, and knockdown *in vitro* lead to the decreased migration of glioblastoma tumour cells^93^. In concept, the increased expression of *PLTP* in the NM OMMs observed in the present study may be consistent with the production by the tumours of interleukin 6, which has been shown to inhibit melanoma growth^94^. The increased expression of *PLTP* in the spontaneous regression phase of canine transmissible venereal tumour has previously been associated with increased IL-6 production^95^. The ATP-binding cassette transporter 2 (ABCA2) is a membrane-associated protein involved in sphingolipid transport. ABCA2 deficiency inhibits prostate tumour metastasis *in vivo*, potentially through reduction of the intracellular sphingolipid level^96^, whilst ABCA2 expression is increased in ovarian carcinoma metastases relative to primary tumours^97^.

In the present study, RT-qPCR analysis confirmed >two-fold differential expression between M and NM OMMs for 3 genes (*CXCL12*, *APOBEC3A* and *RPL29*). As fold change has been effectively employed to rank genes for their potential efficacy in gene expression level-based classification^57,58^, the 3 genes were selected for use in class prediction. Cross-validation was deployed in a preliminary evaluation to test the accuracy of a Linear Discriminant Analysis-based classifier featuring the 3 genes. The classification accuracies estimated were 94–100% (M OMMs) and 86–100% (NM OMMs), respectively. The LDA classifier performance will need to be validated by further retrospective, and prospective study. If the classification accuracy is confirmed, the cross-breed OMM metastasis-associated 3-gene expression signature would form the basis of an objective and quantitative predictive test for OMM metastasis that could make a significant contribution to the clinical management of canine OMM.

*CXCL12* (C-X-C Motif Chemokine Ligand 12, or stromal cell-derived factor-1) is secreted by stromal cells and is a ligand for the G-protein coupled receptors CXCR4 and CXCR7^98^. Binding of CXCL12 to CXCR4 activates four signal transduction pathways that induce cytoskeletal rearrangement, cell growth, angiogenesis, and anti-apoptotic effects^98^. Interaction between CXCL12 and CXCR4 has also been shown to mediate metastasis, and direct metastatic dissemination to organs expressing high levels of *CXCL12*^99^. Blocking CXCL12 binding to CXCR4 reduced the migration of human uveal melanoma cells *in vitro*^100^, and pulmonary metastasis of murine B16 cutaneous melanoma cells^101^. Low *CXCL12* expression in human primary cutaneous melanomas has been associated with poor prognosis^102^ and shown to be predictive of metastasis^103^, and *CXCL12* is one of 789 genes displaying reduced expression in ‘high grade’ human primary cutaneous melanomas that is a member of a 1,864 gene expression signature that delineates two classes of primary cutaneous melanomas with significantly different rates of metastasis^104^.

*APOBEC3A* (Apolipoprotein B mRNA Editing Enzyme Catalytic Subunit 3A) encodes a cytidine deaminase which preferentially binds to the sequence 5′-(C/T)TCA in RNA or single-stranded DNA and converts cytosine to uracil. Deregulated *APOBEC3A* expression in cancer is believed to induce double strand breaks in genomic DNA activating DNA damage response pathways^105^. The repair of such breaks triggers the formation of single stranded DNAs which are substrates for *APOBEC3A*-mediated hypermutation, such that 5′-(C/T)TTA *APOBEC3A* mutation signatures occur in clusters (on one DNA strand) in multiple human cancers^106^. The extent of APOBEC-associated mutations correlates with APOBEC mRNA expression levels^107^. *APOBEC3A*-mediated mutagenesis occurs at different stages in different cancers^108^, and is thought to drive tumour evolution, including promoting metastasis^109^.

*RPL29* (Ribosomal protein L29) encodes a component of the 60 S ribosomal subunit. Beyond their role in ribosome assembly and protein translation, differential expression of ribosomal protein genes in cancer has been associated with ribosome-independent regulation of cell growth and proliferation, apoptosis, invasion and metastasis^110^. Ribosome-free ribosomal proteins have been implicated as being both oncogenic and tumour-suppressors^110^. Silencing of *RPL29* suppressed the proliferation of human pancreatic tumour cells and enhanced apoptosis^111^ suggesting an involvement in cell proliferation. However, *RPL29* silencing had no effect on the viability of human metastatic melanoma cells^112^. The expression of a specific ribosomal protein has been shown to be a prognostic indicator for multiple human cancers^113^.

In human medicine, anti-angiogenics and matrix metalloproteinase inhibitors have been licenced for treatment of tumour metastasis^114^. Cellular receptors in signal transduction pathways that control cell to cell and cell to ECM adhesion are targets for anti-metastatics in development^115^. Pro-metastatic gene expression in OMMs is a potential target for anti-metastasis therapeutics. Targeting the interaction between the CXCR4 receptor and CXCL12 has been evaluated as a strategy for inhibiting CXCR4-CXCL12 axis-mediated melanoma metastasis. Small molecule inhibitors of CXCR4 were shown to be effective at disrupting the liver metastasis of uveal melanoma cells in mice^116^, and migration of human cutaneous melanoma cells *in vitro*^117^. Chemical inhibition of the mutational activity of APOBEC3A (and APOBEC3B) is being evaluated as a cancer therapeutic^118^. Furthermore, demonstration of microRNA post-transcriptional regulation of APOBEC gene expression^119^ suggests the use of miR-mimics^120^ as a potential means of APOBEC deaminase inactivation^119^. Intriguingly, it has been postulated that APOBEC3A-mediated hypermutation could generate new tumour-specific antigens thereby enhancing the efficacy of immune stimulation therapies^106^. The potential for suppressing melanoma metastasis through activation of Liver X Receptors (LXR) using synthetic agonists has been investigated. Activation of the LXR Beta isoform (*NR1H2*) was shown to inhibit human and murine cutaneous melanoma cell migration *in vitro* and murine cutaneous melanoma cell metastasis in a mouse xenograft model^86,121^. If *NR1H3* is the predominant LXR Receptor isoform expressed it remains to be seen if LXR agonists would initiate receptor activation with anti-metastatic effect. The up-regulation of FA pathway DNA repair genes in human cutaneous melanomas and canine OMM may be both pro-metastatic by negating the impact of increased genome instability, and contribute to melanoma metastases chemoresistance. Consequently, in concept, the use of FA pathway inhibitors^122^ may be an option for treatment of melanoma.

The major limitation of this study was that the number of NM OMMs included was restricted by the need to attempt to ensure that a primary tumour classified as ‘non-metastasising’ was only classified as such because it did not exhibit pro-metastatic gene expression as opposed to its metastasis potentially being prevented by a systemic adjuvant therapy. The consequence of the widespread use of the xenogenic melanoma vaccine in the UK was the exclusion of OMM biopsies from many dogs that had not developed metastatic disease. Furthermore, due to difficulties associated with collecting fresh canine tumour biopsies, FFPE biopsies of primary canine OMM (surgically removed at specialist veterinary oncology centres) were used in the study. However, data that is both biologically authentic and clinically-relevant has been obtained by Affymetrix microarray-based gene expression profiling of FFPE tissues^123,124^. Validation of the predictive accuracy of the 3-gene LDA classifier will be achieved through further retrospective, and prospective, studies featuring larger numbers of (optimally freshly collected) M and NM OMM biopsies. Ultimately, experimental investigations involving canine OMM cells will be necessary to confirm the functional consequences (e.g. in regard to cell migration) of metastasis-associated differential gene expression that are anticipated given gene function(s) and (in some cases) prior *in vitro* and *in vivo* study evidence.

Several of the differences in gene expression observed between primary canine OMMs that metastasised and OMMs that did not metastasise in this study have previously been associated with human cutaneous melanoma metastasis. The genes involved have been targets in proof of principle trials of potential anti-metastatic melanoma therapeutics. Other genes that exhibit differential expression between metastasising and non-metastasising primary canine OMMs may represent potential new targets for both canine and human cancer drugs. The results obtained in the present study suggest that OMMs in dogs may be responsive to anti-human melanoma metastasis therapeutics currently in clinical trials, or being evaluated through preclinical *in vitro* and *in vivo* model studies, and may be as likely as human melanomas to be responsive to therapeutics whose efficacy for treatment of human melanoma has yet to be investigated. Quantification of the expression of 3 genes, each of which displays a greater than two-fold differential expression between canine OMMs that do and do not metastasise, may be the potential basis for a test that would accurately predict canine OMM metastasis, and thereby assist a clinician to make an informed decision about the most appropriate treatment for a canine OMM patient.

## Materials and Methods

### Ethics Statements

This study was conducted with the approval of the ethics committees of the Animal Health Trust and the University of Liverpool, respectively. All methods were performed in accordance with the relevant guidelines and regulations. An OMM biopsy was only included in the study with the informed, written consent of the owner of the dog who bore the tumour. The treatment that a OMM patient received was unaffected by the inclusion of a biopsy of their tumour in the study.

### Tumour Samples

FFPE biopsies of OMMs were collected (between 1993 and 2010) for histopathology from dogs attending the Clinical Oncology departments at the Animal Health Trust Centre for Small Animal Studies, University of Liverpool Small Animal Teaching Hospital, Dick White Referrals, and Colorado State University Veterinary Teaching Hospital. Biopsies were recovered by surgery performed (prior to any adjuvant treatment) on dogs for whom complete staging and follow-up information were available. Metastasis was confirmed by abdominal ultrasound or computed tomography, and cytological/histological examination of ≥1 regional lymph nodes. ‘Metastasising’ (M) OMM biopsies were from dogs that had pathological analysis *and* diagnostic imaging-confirmed metastasis, *and* who died or were euthanased because of OMM metastasis <500 days after surgery/biopsy (irrespective of adjuvant chemotherapy, including prednisolone, xenogeneic vaccine, and/or radiotherapy). ‘Non-metastasising’ (NM) OMM biopsies were from dogs without pathological analysis and imaging-confirmed metastasis, whom did not receive any adjuvant therapy, *and* who were still alive >540 days post-surgery/biopsy.

### RNA isolation and purification

The RecoverAll Total Nucleic Acid Isolation Kit, which facilitates on-column DNase digestion (ThermoFisher Scientific, Paisley, UK), was used to isolate total RNA from FFPE OMM biopsies. RNA samples were further purified by spin column filtration (OneStep PCR Inhibitor Removal Kit; Zymo Research, Freiburg, Germany) and additional DNase treatment (TURBO DNA-free kit; ThermoFisher Scientific, Paisley, UK). Finally, RNAs were concentrated (RNA Clean & Concentrator-5; Zymo Research, Freiburg, Germany) and quantified by RiboGreen fluorometry (Quant-iT RiboGreen RNA Assay Kit, ThermoFisher Scientific, Paisley, UK).

### RNA sample selection

Reverse transcription-quantitative PCR (RT-qPCR) measurement of a 126 bp fragment of a 130–150 bp short interspersed nuclear element (SINE) that occurs every 5–8.3 kb in the canine genome^125^ was employed to assess the integrity of each FFPE RNA sample as described previously^50^. Procedural details are summarised in the Supplementary Information.

### Genome-wide gene expression profiling

#### RNA amplification, labelling and microarray hybridisation

Fragmented, biotinylated single-stranded cDNA was prepared from 5.1 ng of each FFPE OMM RNA sample using the GeneChip WT Pico Reagent Kit (ThermoFisher Scientific, Paisley, UK). cDNA preparation involved target amplification by 11 cycles of adaptor-primer PCR and 14 h of *in vitro* transcription. Each cDNA was individually hybridised to an array in a Canine Gene 1.1 ST Array Strip (ThermoFisher Scientific, Paisley, UK), in a proprietary hybridisation cocktail (ThermoFisher Scientific, Paisley, UK), for 20 h at 48 °C. Array strip washing and streptavidin-phycoerythrin staining were undertaken by the GeneAtlas System (ThermoFisher Scientific, Paisley, UK) Fluidics Station, and array scanning by the GeneAtlas System (ThermoFisher Scientific, Paisley, UK) Imaging Station.

#### Microarray data analysis

Microarray data was processed using the ‘Affymetrix Expression Console Software 1.3’ (ThermoFisher Scientific, Paisley, UK). ‘Outlier arrays’ were first identified by review of exon-level probe set expression values created (using the RMA algorithm^126^) by quantile normalisation, log_2_ transformation and signal summarisation, respectively. Arrays with ≥1 sample quality, labelling quality or hybridisation quality metric value ≥2 standard deviations from the mean for all the arrays^54^ were excluded, and the raw probe-level signal intensity data for the remaining arrays re-processed to generate quantile normalised and log_2_-transformed exon and gene-level probe set expression values. Gene-level probe sets (‘Transcript clusters’) annotated as ‘crosshyb_type’ = 1 (unique hybridisation target) and ‘category’ = ‘main’^127^, and for which the expression above background (detection above background p-value < 0.01^128^) of ≥l exon probe set could be detected in at least 30% of the OMMs in the M and/or NM group, were judged to be expressed in the OMMs and were included in further analyses.

Hierarchical clustering (average linkage; similarity metric = Pearson Correlation Coefficient) was performed using Cluster^129^, and Principal Component Analysis using the R stats package function *prcomp*^130^, in order to view the relationships between OMMs on the basis of their gene-level expression profiles. A two-tailed t-test for unpaired data was employed to identify genes exhibiting differential expression between M and NM OMMs that was statistically significant, adjusting P-values by permutation testing^131^ to correct for false positives arising from multiple testing. BLAST similarity search (against canine and human mRNAs and non-coding RNAs) was employed to attempt to establish the potential identity of Transcript clusters representing ‘predicted genes’, or for which gene annotation was unavailable.

#### Functional annotation analysis

The biological processes and pathways affected by the differences in gene expression observed between M and NM OMMs were identified using DAVID^132,133^. The functional annotations associated with differentially expressed genes were compared with those ascribed to all Transcript clusters (‘crosshyb_type’ = 1 and ‘category’ = ‘main’) for which the expression of ≥1 exon probe set was detected above background in ≥30% of the tumours in the NM and/or M OMM cohort, and over-represented biological processes and pathways identified.

### Reverse transcription-quantitative PCR (RT-qPCR)

RT-qPCR was employed for validation of differential gene expression. A unique region within the exon probe set that displayed the largest statistically significant fold-difference in expression between M and NM OMMs was the template for design (using Beacon Designer; Premier Biosoft, Palo Alto, USA) of a TaqMan or SYBR Green PCR assay. The expression level of each gene in each OMM sample was measured as the geometric Cq value calculated from triplicate PCR reactions performed using preamplified cDNAs, prepared from cDNAs previously screened for PCR inhibitors. A 71 bp fragment of a SINE^125^, present in the 3′-untranslated region of hundreds of canine mRNAs, was also assayed as a ‘reference gene’ for target gene expression measure normalisation^134^. Geometric mean Cq ≥35 were considered an unreliable measurement of gene expression and were excluded, as were the results of triplicate PCR assays with a Cq standard deviation of >0.5. Additional information is provided in the Supplementary Information.

#### RT-qPCR data analysis

Relative quantification of gene expression was performed using a modification of the delta-delta-Ct method which accounts for differences between the amplification efficiencies of target and potentially multiple ‘reference’ genes^135^. Using qbase + (Biogazelle, Gent, Belgium), target gene geometric mean Cq values were converted to relative gene expression measurements (‘Normalised Relative Quantity; NRQ^135^) by application of a canine SINE^125,134^ geometric mean C_q_-derived normalisation factor. A two-tailed t-test for unpaired data was performed on NRQ log_10_ transformations to identify genes exhibiting statistically significant differences in expression between M and NM OMMs.

### Class prediction analysis

The R package SPreFuGED^136^ predicts the performance in class prediction of representatives of 10 classification functions and, through evaluation of the expression values obtained for the Transcript clusters expressed in the OMM, was employed to identify the optimal classification function for prediction of OMM ‘metastatic status’ (M or NM) on the basis of OMM gene expression. Linear Discriminant Analysis-based class prediction was undertaken using the R Package MASS^130^ *lda* function implemented in the R environment for statistical analyses^137^. The accuracy of class prediction, performed using RT-qPCR-derived gene expression measurements, was estimated by cross-validation. In random sampling cross-validation, on each of 20 occasions the class (M or NM) of two M and one NM OMM, which constituted a ‘test data set’, were predicted after the classifier had been trained using the gene expression values (‘training data set’) obtained for the remaining OMMs (90% of the tumours). In leave-one-out cross-validation, the class of each OMM was predicted after the classifier had been trained using the remaining (n-1) OMM gene expression data.

## Supplementary information

Supplementary Information

## Data Availability

The microarray gene expression data generated during this study is available from the Gene Expression Omnibus repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129750).

# Supplementary material for: Genome-wide analysis of canine oral malignant melanoma metastasis-associated gene expression
**Source:** Sci Rep. 2019 Apr 24;9:6511. doi: 10.1038/s41598-019-42839-x
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

Title: **Genome-wide analysis of canine oral malignant melanoma metastasis-**

**associated gene expression**

Bowlt Blacklock, KL^1^ , Birand, Z^1^, Selmic, LE^2^, Nelissen, P^3^, Murphy, S^1#a^, Blackwood, L^4^, Bass, J^1#b^, McKay, J^5^, Fox, R^6^, Beaver, S^7^, Starkey, M^1^*

^1^Animal Health Trust, Newmarket, Suffolk, UK

^3^Dick White Referrals, Newmarket, Suffolk, UK

###### ^6^Finn Pathologists, Harleston, UK

###### ^#b^Current address: Finn Pathologists, Harleston, UK

**Materials and Methods**

RNA sample selection

The integrity of each formalin-fixed, paraffin-embedded (FFPE) oral malignant melanoma (OMM) RNA sample was assessed by reverse transcription-quantitative PCR (RT-qPCR) assay of a 126bp fragment of a 130 - 150bp short interspersed nuclear element (SINE) present every 5 - 8.3kb in the canine genome^1^, and shown (by BLAST similarity search) to be present in the 3’-untranlsated region of hundreds of canine mRNAs. cDNA was prepared from 10ng of each total RNA sample using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, Paisley, UK). Each OMM cDNA (18µl) was diluted with 10µl of 1mM Tris-HCl (pH 8.0), 0.1mM EDTA and 1µl used in triplicate 10µl PCR reactions, comprising 1 x PowerUp SYBR Green Master Mix (ThermoFisher Scientific, Paisley, UK) and 0.3µM of each of the CfSINE126 PCR primers (Table S4A). The PCR reaction master mix was UV irradiated at 302nm for 5 min prior to addition of the CfSINE126 PCR primers. Thermocycling (ABI StepOne Plus; ThermoFisher Scientific, Paisley, UK) was performed as follows: 50°C, 2 min; 95°C, 2 min; (95°C, 3s; 60°C, 30s) x 40; melt curve program.

Reverse transcription-quantitative PCR (RT-qPCR)

*Reverse transcription*

cDNA was prepared (in a 20µl reaction) from 15ng of each OMM RNA using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, Paisley, UK).

*Assay for reverse transcription and PCR inhibitors*

Prior to use in RT-qPCR assays, each OMM cDNA was screened for the presence of PCR (and potentially reverse transcription) inhibitors. An aliquot of each OMM cDNA was spiked with an equal amount of a synthetic *solanum tuberosum* (SPUD)-derived amplicon^2^, and the SPUD amplicon quantification cycle (Cq) value obtained for each upon PCR amplification compared with that measured for the SPUD amplicon in the absence of OMM cDNA. Duplicate 10µl PCR reactions were performed for each OMM cDNA, and comprised 1.5µl of cDNA, 1 x PowerUp SYBR Green Master Mix (ThermoFisher Scientific, Paisley, UK), 1.33fM of SPUD amplicon (Table S4B), and 0.3µM of forward and reverse SPUD primers (Table S3B). In duplicate ‘SPUD amplicon alone reactions’, an OMM cDNA was replaced with 1.5µl of nuclease-free water. PCR reactions were run in an ABI StepOne Plus machine (ThermoFisher Scientific) using the following program: 98°C, 2min; (98°C, 5s; 60°C, 30s) x 40; melt curve program.

*cDNA preamplification*

An 11µl aliquot of each OMM cDNA was preamplified in a 50µl reaction, comprising 1 x TaqMan PreAmp Master Mix (ThermoFisher Scientific, Paisley, UK) and 45nM of both the forward and reverse PCR primer for each gene to be subsequently assayed. Preamplification was performed on a DNA Engine Tetrad (Bio-Rad) at 95°C for 10 min, followed by 14 cycles of (95°C for 15s and 60°C for 4 min). A 45µl aliquot of each preamplified cDNA was diluted with 855µl of nuclease-free water, and 2.5µl aliquots were used for quantitative PCR.

*Quantitative PCR*

Triplicate PCR reactions were performed for each preamplified OMM cDNA. TaqMan PCR reactions (10µl) comprised 1 x TaqMan Gene Expression Master Mix (ThermoFisher Scientific, Paisley, UK) and the TaqMan assay reagents (Table S4C). Thermocycling (ABI StepOne Plus; ThermoFisher Scientific, Paisley, UK) was performed as follows: 50°C, 2 min; 95°C, 10 min; (95°C, 15s; 60°C, 1 min) x 40. SYBR Green PCR reactions (10µl), comprising 1 x PowerUp SYBR Green Master Mix (ThermoFisher Scientific, Paisley, UK) and forward and reverse PCR primers (Table S4C), were thermocycled (ABI StepOne Plus; ThermoFisher Scientific, Paisley, UK) as follows: 50°C, 2 min; 95°C, 2 min; (95°C, 3s; 60°C, 30s) x 40; melt curve program.

**Results**

Microarray data analysis

*Identification of ‘outlier arrays’*

Four arrays (GS1, SB1, LR6 and A1) that had ≥1 ‘RNA sample quality metric’^3^ 2 standard deviations away from the mean of the metric value for the sample cohort were flagged as outliers^4^ (Table S3) and excluded.

Reverse transcription-quantitative PCR (RT-qPCR)

*Assay for reverse transcription and PCR inhibitors*

All the OMM RNAs had a higher mean Cq than the SPUD amplicon alone (median difference = +0.24 cycles for M OMMs and +0.17 cycles for the NM OMMs; Table S5). However, the extent of the putative inhibitor-related increase in the SPUD amplicon Cq values measured in the presence of the OMM RNAs is similar for both the M and NM OMMs (the median M and NM OMM group Cq values differ by 0.07, and the mean M and NM OMM group Cq values differ by 0.04) (Table S5). Differences of this magnitude will be adequately adjusted for by normalisation when generating relative expression values. Furthermore, the differences between the SPUD amplicon Cq values measured in the presence and absence of a OMM RNA (<0.5 cycles, which is often used as the permissible Cq standard deviation for replicate qPCR assays) do not suggest that inhibition of reverse transcription and/or PCR would significantly affect RT-qPCR assay sensitivity.

**References**

1. Das, M. *et al*. Characterization of an abundant short interspersed nuclear element (SINE) present in *Canis familiaris*. *Mamm. Genome* **9**, 64-69 (1998).
2. Nolan, T., Hands, R.E., Ogunkolade, W. & Bustin, S.A. SPUD: a quantitative PCR assay for the detection of inhibitors in nucleic acid preparations. *Anal Biochem.* **351**, 308-310 (2006).
3. Affymetrix White Paper: Quality Assessment of Exon and Gene Arrays. Revision Date: 2007‐04‐06, Revision Version: 1.1. https://assets.thermofisher.com/TFS-Assets/LSG/ brochures/exon_gene_arrays_qa_whitepaper.pdf.
4. QC Metrics for Exon and Gene Design Expression Arrays. A summary based on the Affymetrix Quality Assessment of Exon and Gene Arrays White Paper. http://static1.1.sqspcdn.com/static/f/1438485/21486054/1359060361517/qc_metrics_

exon_gene_qrc.pdf.

**Tables**

Table S1. Dogs with an oral malignant melanoma included in the research study

| **Dog ID.** | **OMM status**^a^ | **Melanoma stage**^b^ | **Surgery** | **Radiation therapy** | **Additional treatment**^d^ |
| --- | --- | --- | --- | --- | --- |
| D1 | M | III | No | No | Meloxicam |
| LR1 | M | IV | Yes | Yes | Carboplatin |
| CB1 | M | III | Yes | Yes | Carboplatin |
| CB2 | M | IV | Yes | Yes | Carboplatin |
| LR2 | M | III | No | No | Meloxicam |
| D2 | M | IV | No | Yes | None |
| LR3 | M | IV | No | Yes | None |
| GR1 | M | III | No | Yes | Melanoma vaccine, COP |
| CS1 | M | IV | No | No | Melanoma vaccine |
| GR2 | M | III | No | No | Meloxicam |
| CB3 | M | III | No | No | None |
| CB4 | M | III | No | No | None |
| CB5 | M | IV | Yes | No | None |
| GR3 | M | III | No | No | None |
| GR4 | M | III | No | No | None |
| BM1 | M | III | No | No | None |
| GS1 | M | III | No | No | None |
| CB6 | M | III | No | No | Meloxicam |
| SB1 | M | III | Yes | No | None |
| BC1 | M | IV | No | No | None |
| GD1 | NM | III^c^ | Yes | No | None |
| LR6 | NM | III^c^ | Yes | No | None |
| GR5 | NM | I | Yes | No | None |
| GR6 | NM | I | Yes | No | None |
| LR4 | NM | II | Yes | No | None |
| A1 | NM | I | Yes | No | None |
| LR5 | NM | I | Yes | No | None |
| GR7 | NM | I | Yes | No | None |
| IT1 | NM | I | Yes | No | None |
| BF1 | NM | III^c^ | Yes | No | None |
| GR8 | NM | II | Yes | No | None |
| CB7 | NM | II | Yes | No | None |

^a^M - OMM metastasised; NM - OMM did not metastasise.

^b^Melanoma stage at initial presentation to the referral hospital. World Health Organisation staging scheme for canine oral melanoma: Stage I = <2cm diameter tumour, Stage II = 2cm to <4cm diameter tumour, Stage III = ≥4cm diameter tumour and/or lymph node metastasis; Stage IV = distant metastasis.

^c^Stage III melanoma due to ≥4cm diameter tumour.

^d^COP - Cyclophosphamide, vincristine and prednisone combination chemotherapy.

Table S2. Primary oral malignant melanoma RNAs used for gene expression profiling

A. Metastasising OMMs

| **Dog ID.** | **Age of FFPE tumour at RNA isolation** (Years) | **RNA integrity**  (SINE Cq) |
| --- | --- | --- |
| D1 | 7 | 26.98 |
| LR1 | 13 | 31.92 |
| CB1 | 15 | 33.15 |
| CB2 | 17 | 32.39 |
| LR2 | 8 | 31.50 |
| D2 | 10 | 29.56 |
| LR3 | 10 | 28.82 |
| GR1 | 6 | 24.97 |
| CS1 | 6 | 25.49 |
| GR2 | 4 | 23.40 |
| CB3 | 4 | 30.96 |
| CB4 | 5 | 28.32 |
| CB5 | 4 | 30.79 |
| GR3 | 3 | 31.98 |
| GR4 | 4 | 25.43 |
| BM1 | 4 | 22.74 |
| GS1* | 4 | 30.08 |
| CB6 | 5 | 29.31 |
| SB1* | 4 | 22.49 |
| BC1 | 7 | 23.89 |

*'Outlier RNA samples' excluded prior to differential gene expression analysis

Prior to ‘outlier array’ exclusion

| Mean and standard deviation | 7.00 ± 3.92 | 28.21 ± 3.42 |
| --- | --- | --- |
| Median | 5.50 | 29.07 |
| Interquartile range | 4.50 | 5.78 |

Following ‘outlier array’ exclusion

| Mean and standard deviation | 7.33 ± 4.00 | 28.42 ± 3.30 |
| --- | --- | --- |
| Median | 6.00 | 29.07 |
| Interquartile range | 5.50 | 5.92 |

B. Non-metastasising OMMs

| **Dog ID.** | **Age of FFPE tumour at RNA isolation** (Years) | **RNA integrity** (SINE Cq) |
| --- | --- | --- |
| GD1 | 19 | 25.03 |
| LR6* | 17 | 33.49 |
| GR5 | 11 | 23.32 |
| GR6 | 19 | 21.66 |
| LR4 | 12 | 30.20 |
| A1* | 12 | 22.16 |
| LR5 | 16 | 26.27 |
| GR7 | 10 | 30.75 |
| IT1 | 9 | 30.46 |
| BF1 | 6 | 33.24 |
| GR8 | 7 | 31.04 |
| CB7 | 7 | 31.79 |

*'Outlier RNA samples' excluded prior to differential gene expression analysis

Prior to ‘outlier array’ exclusion

| Mean and standard deviation | 12.08 ± 4.46 | 28.28 ± 4.15 |
| --- | --- | --- |
| Median | 11.50 | 30.33 |
| Interquartile range | 7.75 | 6.63 |

Following ‘outlier array’ exclusion

| Mean and standard deviation | 11.60 ± 4.61 | 28.38 ± 3.77 |
| --- | --- | --- |
| Median | 10.50 | 30.33 |
| Interquartile range | 7.50 | 5.63 |

Table S3. RNA sample quality metrics for identification of ‘outlier’ arrays

| **Dog ID.** | **pm_mean** | **bgrd_mean** | **all_probeset_mean** | **all_probeset_rle_mean** | **all_probeset_mad_residual_mean** | **pos_vs_neg_auc** | **%P** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| D1 | 56.04 | 38.46 | 2.45 | 0.68 | 0.33 | 0.67 | 14.30 |
| LR1 | 44.22 | 38.86 | 2.34 | 0.66 | 0.37 | 0.62 | 6.84 |
| CB1 | 61.76 | 51.80 | 2.33 | 0.65 | 0.35 | 0.60 | 8.92 |
| CB2 | 45.26 | 37.25 | 2.34 | 0.66 | 0.36 | 0.62 | 7.82 |
| LR2 | 68.09 | 56.02 | 2.35 | 0.64 | 0.34 | 0.65 | 8.50 |
| D2 | 64.35 | 47.03 | 2.40 | 0.60 | 0.32 | 0.67 | 12.37 |
| LR3 | 60.50 | 51.08 | 2.36 | 0.61 | 0.32 | 0.66 | 8.25 |
| GR1 | 95.45 | 48.89 | 2.49 | 0.75 | 0.30 | 0.73 | 22.17 |
| CS1 | 67.80 | 44.41 | 2.45 | 0.62 | 0.30 | 0.70 | 16.35 |
| GR2 | 76.99 | 40.35 | 2.55 | 0.79 | 0.31 | 0.74 | 24.08 |
| CB3 | 43.18 | 43.01 | 2.30 | 0.75 | 0.40 | 0.59 | 4.15 |
| CB4 | 53.76 | 48.87 | 2.32 | 0.65 | 0.35 | 0.65 | 5.12 |
| CB5 | 60.24 | 59.62 | 2.31 | 0.72 | 0.36 | 0.61 | 5.01 |
| GR3 | 63.11 | 46.68 | 2.32 | 0.67 | 0.35 | 0.65 | 7.57 |
| GR4 | 69.02 | 39.28 | 2.51 | 0.72 | 0.31 | 0.73 | 20.86 |
| BM1 | 82.37 | 43.27 | 2.53 | 0.77 | 0.30 | 0.75 | 23.75 |
| GS1^a^ | 77.57 | 69.08^b^ | 2.32 | 0.61 | 0.31 | 0.62 | 7.73 |
| CB6 | 51.23 | 54.95 | 2.30 | 0.79 | 0.39 | 0.56 | 3.70 |
| SB1^a^ | 110.16^b^ | 49.89 | 2.61^b^ | 0.90^b^ | 0.30 | 0.76 | 33.20^b^ |
| BC1 | 75.73 | 53.17 | 2.44 | 0.58 | 0.27 | 0.70 | 16.99 |
| GD1 | 55.47 | 42.78 | 2.42 | 0.59 | 0.30 | 0.68 | 12.41 |
| LR6^a^ | 62.58 | 58.23 | 2.30 | 0.80 | 0.41^b^ | 0.59 | 4.64 |
| GR5 | 90.16 | 51.30 | 2.51 | 0.69 | 0.28 | 0.71 | 25.33 |
| GR6 | 86.25 | 44.82 | 2.53 | 0.78 | 0.31 | 0.72 | 28.73 |
| LR4 | 68.73 | 48.94 | 2.32 | 0.70 | 0.36 | 0.60 | 8.36 |
| A1^a^ | 91.96 | 46.50 | 2.59^b^ | 0.86^b^ | 0.31 | 0.75 | 31.67^b^ |
| LR5 | 68.82 | 54.19 | 2.34 | 0.60 | 0.30 | 0.63 | 10.48 |
| GR7 | 61.65 | 50.51 | 2.36 | 0.60 | 0.32 | 0.65 | 9.13 |
| IT1 | 52.36 | 42.75 | 2.34 | 0.62 | 0.34 | 0.64 | 8.88 |
| BF1 | 53.21 | 47.37 | 2.31 | 0.68 | 0.36 | 0.64 | 5.60 |
| GR8 | 55.75 | 48.89 | 2.37 | 0.62 | 0.35 | 0.66 | 7.83 |
| CB7 | 38.47 | 38.98 | 2.31 | 0.71 | 0.39 | 0.61 | 4.24 |

^a^Outlier arrays and ^b^associated RNA sample quality metric^3,4^

Table S4. Reagents used in quantitative PCR assays

A. RNA integrity assay

| **Gene ID.** | **Forward primer sequence**  (5'-3') | **Reverse primer sequence**  (5'-3') | **PCR product size** (bp) |
| --- | --- | --- | --- |
| CfSINE126 | GATCCCTGGGTGGCGCA | GAGACACAGGCAGAGGGAGA | 126 |

B. Assay for reverse transcription and/or PCR inhibitors

| **ID.** | **Sequence** (5'-3') |
| --- | --- |
| SPUD Amplicon | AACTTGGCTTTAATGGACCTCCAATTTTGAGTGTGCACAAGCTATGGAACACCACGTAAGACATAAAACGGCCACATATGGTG  CCATGTAAGGATGAATGT |
| SPUD Forward Primer | AACTTGGCTTTAATGGACCTCCA |
| SPUD Reverse Primer | ACATTCATCCTTACATGGCACCA |

C. RT-qPCR assays for quantitation of gene expression (optimal probe and primer concentrations, established experimentally, are listed)

*TaqMan assays*

|  | **Probe** |  | **Forward Primer** |  | **Reverse Primer** |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene ID.** | **Sequence** (5'-3') | **Conc.** (nM) | **Sequence** (5'-3') | **Conc.** (nM) | **Sequence** (5'-3') | **Conc.** (nM) | **PCR product size** (bp) | **Reaction efficiency** (%) |
| *SNORA61* | AGCACTGCAGGGCCAGATTCAC | 150 | GGTCTTGGTGGTCGTAAA | 900 | GCCCACAAGCTATATACCA | 900 | 82 | 104.98 |
| *SNORD104* | CCGCGTCAGCAGTCTAACAC | 150 | CAGTGATGACATTCCAGA | 900 | GACTGTAGTTCGCATCA | 300 | 65 | 86.04 |
| *DPM2* | CATCCACAAGTACTTCCTGCCCAG | 250 | CCTTCATCGACAGTCAGC | 300 | GATGGCGACAGCATAGG | 300 | 65 | 103.58 |
| *SLC25A51* | CTGTACGAGGACTTATCTTGCCTTCTC | 150 | TGCAGAAGACAACTACAC | 900 | GGGTACTGATATGCTTCC | 900 | 81 | 96.10 |
| *RPL29* | CCTGGGCTTCTGTCTGCATG | 250 | GGAAGGACTGGTATGAC | 300 | CCGCAGGTTTATTTGTAC | 900 | 81 | 89.20 |
| *SNORA76* | CATAACTGGGGCCACCTGGT | 150 | TGTCCTGTGACTTTGAG | 300 | CTTGCGGTTAAAAGAGTC | 900 | 84 | 82.37 |
| *ADAM10* | CTCTCTGCCCAGCCTCTGATCCT | 250 | GAAGGAATATGTAATGGCATCA | 300 | TGCCGATTACAGTCTGTA | 900 | 77 | 114.68 |

*SYBR Green assays*

|  | **Forward Primer** |  | **Reverse Primer** |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene ID.** | **Sequence** (5'-3') | **Conc.** (nM) | **Sequence** (5'-3') | **Conc.** (nM) | **PCR product size** (bp) | **Reaction efficiency** (%) |
| *PQLC1* | TGCAGATAATAAGGACGAAGAAGT | 800 | CAGATACAACCGCCTGGG | 300 | 52 | 114.46 |
| *CXCL12* | ACCTGCATTTATAGTGTCTGGT | 800 | GGCACCGGTGAATATAAGCTG | 300 | 52 | 108.54 |
| *RBM3* | TCTGCTTCTCGGCGGTT | 500 | CTGCAAATCAAACAAAAAGCTCAAT | 300 | 50 | 91.08 |
| *SNORD61* | AGCTGTGATGTATTTAATTG | 500 | AGCTCAGAACTTCTTAGA | 800 | 72 | NM |
| *APOBEC3A* | TGATTTTCGATGCAGAGC | 500 | TTGGTAGAAGATCCTTAATATTTCC | 300 | 50 | 85.46 |
| *CfSINE71^a^* | GGAGACCCGGGATCGAAT | 300 | GAGACACAGGCAGAGGGAG | 300 | 71 | 94.66 |

^a^Reference gene for calculation of relative gene expression levels

NM - The reaction efficiency could not be calculated because amplification of the target mRNA could only be detected when assaying a preamplified cDNA template prepared from 2µg of a pool of OMM total RNAs.

Table S5. Assay for reverse transcription and PCR inhibitors in OMM RNAs

SPUD amplicon alone (*in the presence of reverse transcription buffer: 1.5µl of ‘-RNA’ reverse transcription reaction product in a 10µl PCR reaction*) Cq = 23.50 ± 0.03

A. Metastasising OMMs

| **Dog ID.** | **Mean Cq** | **Cq SD** | **Cq - SPUD Amplicon Cq** |
| --- | --- | --- | --- |
| D1 | 23.89 | 0.07 | 0.39 |
| LR1 | 23.74 | 0.03 | 0.24 |
| CB1 | 23.74 | 0.06 | 0.24 |
| CB2 | 23.65 | 0.02 | 0.15 |
| LR2 | 23.88 | 0.09 | 0.38 |
| D2 | 23.75 | 0.12 | 0.25 |
| LR3 | 23.60 | 0.00 | 0.10 |
| GR1 | 23.68 | 0.04 | 0.18 |
| CS1 | 23.82 | 0.05 | 0.32 |
| GR2 | 23.74 | 0.14 | 0.24 |
| CB3 | 23.60 | 0.03 | 0.10 |
| CB4 | 23.63 | 0.02 | 0.13 |
| CB5 | 23.77 | 0.05 | 0.27 |
| GR3 | 23.80 | 0.10 | 0.30 |
| GR4 | 23.64 | 0.06 | 0.14 |
| BM1 | 23.64 | 0.02 | 0.14 |
| CB6 | 23.74 | 0.08 | 0.24 |
| BC1 | 23.70 | 0.08 | 0.20 |
|  |  |  |  |
| Mean and standard deviation | 23.72 ± 0.09 |  | 0.22 ± 0.09 |
| Median | 23.74 |  | 0.24 |
| Interquartile range | 0.12 |  |  |

B. Non-metastasising OMMs

| **Dog ID.** | **Mean Cq** | **Cq SD** | **Cq - SPUD Amplicon Cq** |
| --- | --- | --- | --- |
| GD1 | 23.58 | 0.04 | 0.08 |
| GR5 | 23.65 | 0.06 | 0.15 |
| GR6 | 23.82 | 0.02 | 0.32 |
| LR4 | 23.74 | 0.06 | 0.24 |
| LR5 | 23.77 | 0.05 | 0.27 |
| GR7 | 23.65 | 0.07 | 0.15 |
| IT1 | 23.77 | 0.10 | 0.27 |
| BF1 | 23.65 | 0.06 | 0.15 |
| GR8 | 23.52 | 0.09 | 0.02 |
| CB7 | 23.69 | 0.11 | 0.19 |
|  |  |  |  |
| Mean and standard deviation | 23.68 ± 0.09 |  | 0.18 ± 0.09 |
| Median | 23.67 |  | 0.17 |
| Interquartile range | 0.11 |  |  |

**Figures**

Figure S1. Unsupervised hierarchical clustering of 28 OMMs on the basis of the expression values

of the 20% of Transcript clusters (2,648) with the highest variance in expression signal

A. OMMs labelled according to breed B. OMMs labelled according to sex

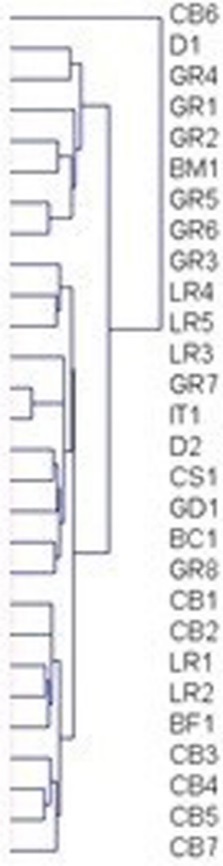

BC - Border Collie, BF - Bouvier des Flandres,

BM - Bullmastiff, CB - Cross breed,

CS - Cocker Spaniel, D - Dachshund,

GD - Great Dane, GR - Golden Retriever,

IT - Irish Terrier, LR - Labrador Retriever

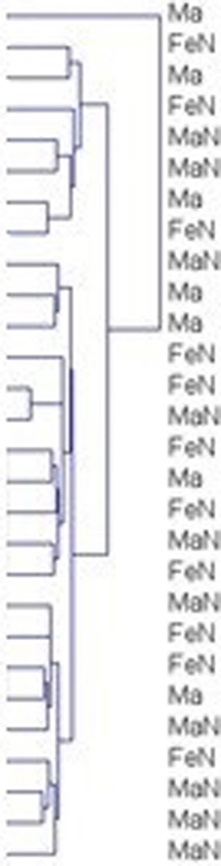

Fe - Female, FeN - Neutered female,

Ma - Male, MaN - Neutered male

C. OMMs labelled according to age

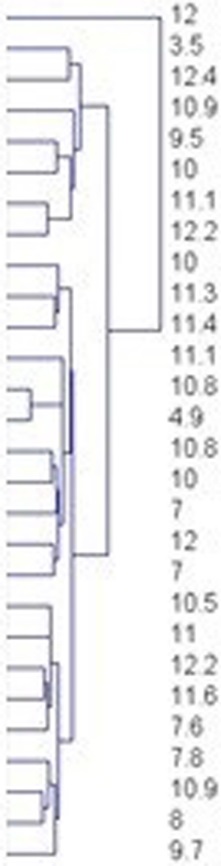

Numbers indicate age in years

How the deposited data were processed for this re-analysis (not part of the article)

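Gene expression was measured in FFPE biopsies of primary canine OMMs, 18 from dogs whose tumour metastasised (M) and 10 from dogs whose tumour did not (NM), with 1 canine gene array per tumour. The authors processed the arrays with the Affymetrix Expression Console 1.3, excluded arrays with outlying quality metrics, and used the RMA algorithm to quantile normalise probe signals across arrays, log2-transform them and summarise them per Transcript cluster. The table of values holds these gene-level log2 values for 32391 Transcript clusters and 28 arrays with no missing value. The study's own filter, which kept 13422 Transcript clusters by detection above background and by annotation, is not part of the table and could not be repeated, since it needs exon-level detection p-values. Arrays have no counts, so precision is set by the number of tumours and by the signal over background, and 74.2% of Transcript clusters had a mean log2 value under 2. Of the Transcript clusters, 2686 share all 28 values with another.

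Gene symbols came from the array annotation, and the older symbols of the paper were matched to current ones (PQLC1 to SLC66A2, CASC5 to KNL1). Where a gene had several Transcript clusters, the one with the highest mean over all tumours was used, except that a gene named for its small p was read at the Transcript cluster with that p. M and NM OMMs were compared with limma 3.58.1 in R 4.3.3 on all Transcript clusters, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also compared by a two-sided permutation test of the difference in mean log2 values with 100000 resamples and a fixed seed, adjusted over 29 measured genes, which are 25 of the paper's Tables 2 and 3, ACKR3 (the paper's CXCR7), NR1H2 and FANCD2 from its text, and APOBEC3Z1, the annotated gene nearest in name to its APOBEC3A-like Transcript cluster. Lists of genes were tested with camera in limma at a preset correlation of 0.01 between genes, with an estimated correlation, and with fry. Of 27 lists fixed beforehand 26 could be tested, since the list of small nucleolar RNAs was a pattern of names that no gene symbol matched. They cover the Fanconi anaemia pathway, the DNA damage response, regulators of protein phosphatase 1 and calcineurin, mitochondrial fission, cholesterol efflux, cholesterol synthesis, CXCL12 receptors and chemokines, melanocytes, fibroblasts, endothelial cells and pericytes, T and NK cells, B and plasma cells, macrophages and dendritic cells, neutrophils, oral epithelium, skeletal muscle, proliferation, the interferon response, the APOBEC family with ADAR and ADARB1, interaction with the extracellular matrix, invasion, melanoma drivers, hypoxia and glycolysis, immediate early and stress genes, cytosolic ribosomal proteins and oxidative phosphorylation. The genes named in the text were set by a rule: these 29 genes, of which the values in the paper's tables had been seen, up to 10 genes with 1 symbol and a mean above the median in each direction (by smallest unadjusted p, as none passed adjustment), up to 4 members of each list with the smallest p, and 7 single markers. CXCR4, CD68 and KRT14 had no Transcript cluster with their symbol and were not analysed here.

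Tumours were clustered by average linkage on 1 minus the Pearson correlation over the 20% of Transcript clusters with the highest variance, and branches were tested by 100000 shuffles of the breed or status labels. Principal components were taken from centred values of all Transcript clusters. The labels give metastatic status, breed and a replicate number, and the tables of the paper list sex, age, RNA integrity and array quality by dog. A tumour was joined to a dog only where its breed occurs once in its group, which holds for 7 tumours. The replicate numbers run in the same breed order as the dogs of Table 1, but no source says that they follow that order. The other 21 tumours were therefore not joined, and sex, age, stage, age of the tissue block and RNA integrity were not used as covariates. Stage differs between the groups, with all M OMMs at stage III or IV and most NM OMMs at stage I or II. RNA integrity and the percentage of probe sets present were compared between breed classes of the 28 dogs by permutation. Differences between Golden Retriever and other OMMs were tested in limma with status in the model and as an interaction with status, and gene lists were tested on the breed effect with camera. Linear discriminant analysis with leave-one-out used the array values of CXCL12, RPL29 and APOBEC3Z1, with exact binomial 95% intervals.

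The alternatives were the methods' t-test, trend and robust options of limma, array weights, quantile normalisation and median centring of the table, the 13422 brightest Transcript clusters, the 16195 with the higher means, those with 1 gene symbol, breed as a random block, breeds of both groups with breed as a block, replicate number as a block, the most variable Transcript cluster per gene, and each tumour left out in turn. Chosen after seeing the data were the first principal component as a covariate, identical Transcript clusters counted once, a permutation test of the mean score of each list, and leaving out the cross breed tumours. The comparison was repeated on 100 splits of the arrays into 18 and 10, the real one included. The pipeline was tested on simulated data by adding a known log2 change to 200 of the 16195 Transcript clusters with the higher means, after a random regrouping of the arrays. At an adjusted p under 0.05, 20% of those with a change of 0.5, 68% with 1, 92% with 2 and 100% with 3 were recovered, and 9 others were called. Many large added changes ease the Benjamini-Hochberg threshold, so these shares do not measure what the real comparison could have recovered. Tests outside R used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and plots matplotlib 3.10.9.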

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

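The tests of explanations and the counts of random splits in this part were chosen after the results they address had been seen, while the gap test for single tumours was set beforehand.

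Of the 8 Golden Retriever OMMs, 5 lay at the high end of the first principal component (66.0 to 89.2) and 3 did not (-22.5, -6.4 and -5.0), and 824 Transcript clusters differed with the breed. Over 100 shuffles of the breed class within status, the real one included, 1 gave as many, the real 824 against a highest other of 6. Breed labels shuffled at random thus rarely give that count. The shuffles do not cover the choice of this breed, which the paper had seen to cluster, so chance is not excluded. At an unadjusted p under 0.05 from limma the real count was 9521, and a shuffle reached 7599. With the component in the model, 0 Transcript clusters differed at an adjusted p under 0.05 from limma (1334 at an unadjusted p under 0.05). In Table S3 of the paper, the percentage of probe sets present was higher by 8.61 percentage points in the 8 Golden Retriever dogs whose arrays were kept (18.21 ± 8.63, SD) than in the other 20 (9.60 ± 5.16, SD, permutation p = 0.00298, adjusted p = 0.00596), and the SINE Cq of Table S2 was lower by a difference of -2.57 (permutation p = 0.0824), so better RNA in some of these biopsies may account for the pattern. The 8 scores spread widely (SD 47.0, against 44.3 in the other tumours). That spread decides nothing about a genetic background shared by the breed, since RNA quality differs between the breed classes. Table S3 gives more than 20% of probe sets present for 5 Golden Retriever dogs and 9.13% or less for the other 3. That is the same split in numbers as on the component, and in Table S2 those 3 dogs have the highest SINE Cq of the 8. The explanations cannot be told apart for these tumours while 21 of the 28 are not joined to a dog. For the interaction of breed with status, 53 of 100 shuffles gave as many Transcript clusters at an unadjusted p under 0.05, the real 993 against a highest other of 6024, so chance cannot be excluded, and the highest value points to a structure of the samples.

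The comparison of M with NM OMMs called 0 Transcript clusters at an adjusted p under 0.05 from limma and 825 at an unadjusted p under 0.05, under the 1620 that 5% of the tests would give. Of 100 splits into 18 and 10 arrays, 75 gave at least 825, with a highest other of 7233, so chance cannot be excluded for that count, and a split with several times the real count points to a structure of the samples, while for the adjusted count the splits decide nothing, since all 100 must give at least 0 (highest other 2). With the first principal component as a covariate the count at an unadjusted p under 0.05 was 1561, which is in line with variation between arrays along that component keeping the count low. For gene lists, 39 of the splits gave at least the 6 calls of camera, with a highest other of 15, so chance cannot be excluded. No list was called once the correlation between genes was estimated (lowest adjusted p 0.349), which is in line with correlated genes moving together within the lists, and a difference between M and NM OMMs stays among the open explanations.

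Skeletal muscle genes were lower in M OMMs, and the Great Dane NM OMM (replicate 1) had the highest value of the 10 NM OMMs in 88.9% of them (24 of 27), against 5.6% of all Transcript clusters. Its values were 7.71 for CKM, the creatine kinase of muscle, 7.25 for MYH2 and 6.32 for TTN, against 2.98 ± 0.64, 1.34 ± 0.42 and 1.51 ± 0.19 (SD, n = 9) in the other NM OMMs, and 19 of the 27 genes lay above all other tumours. Without it the list had an adjusted p of 0.281 from camera and pointed up. A scaling of that array is argued against, since the median difference from the other NM OMMs was -0.05 over all Transcript clusters and 1.77 over the muscle genes. Muscle tissue in that biopsy may therefore account for the lower values in M OMMs, as a hypothesis from marker genes, none of which is in another list or was picked by the study, in biopsies that had not been sorted.

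In 27 of 162 results a single NM tumour lay far from the other 9 by the ratio of its gap to the range (critical value for 10 tumours), where chance gives about 1 in 20. The Great Dane (replicate 1) had the highest values of ACTN2 (ratio 0.882), DES (0.834) and TNNC2 (0.657) and of the muscle list (0.783). Golden Retriever replicate 2 was highest for DPT (0.715), SFRP4 (0.519) and the lists of fibroblast (0.497) and endothelial and pericyte markers (0.549). Golden Retriever replicate 3 was highest for ADAM10 (0.511), ADAR (0.565) and IER2 (0.557) and lowest for CCNB1 (0.564). Labrador Retriever replicate 4 was highest for ACKR3 (0.469), LAMC3 (0.636) and MC1R (0.534) and lowest for PFKP (0.565), and Labrador Retriever replicate 5 was highest for MON1A (0.503). Irish Terrier replicate 7 was highest for MS4A1 (0.583) and lowest for XRCC4 (0.493), and the Bouvier des Flandres replicate 8 was highest for NOTCH3 (0.538). Golden Retriever replicate 9 was highest for TTK (0.61) and for the proliferation list (0.578) and lowest for MARCHF5 (0.536) and SLC25A51 (0.496). Cross breed replicate 10 was highest for PLTP (0.493) and lowest for RPL29 (0.605) and NDUFA12 (0.552).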

How the results depend on the processing

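The first principal component as a covariate, identical Transcript clusters counted once, the permutation test of list scores and the omission of cross breed tumours were chosen after seeing the data, and the other alternatives were fixed before the data were examined. The count at an adjusted p under 0.05 was 0 in every setting. The count at an unadjusted p under 0.05 (825) was 286 with the 13422 brightest Transcript clusters, 362 with the 16195 of higher mean and 415 with those of 1 symbol, where fewer were tested, 1353 with breed as a random block, 1335 with the breeds of both groups and breed as a block, 858 with replicate number as a block, 1561 with the component, 1773 without cross breeds, and 751 to 942 with each tumour left out. Replicate numbers were in no way shown to pair tumours (residual correlations -0.41 to 0.12). All 25 genes of Tables 2 and 3 kept the paper's direction wherever tested, but the number at an unadjusted p under 0.05 from limma (18) was 8 (of 13) with the 13422 brightest, 11 (of 17) with the 16195 of higher mean, 8 with breed as a block, 9 with replicate number as a block, and 12 to 21 with each tumour left out (12 without M replicate 9 and without NM replicate 6). The study chose these genes on the same samples, so their direction is not independent evidence. Lists called by camera (6) were 12 with breed as a random block, 12 without cross breeds, 0 with the estimated correlation, with fry and with list scores, and 5 to 10 with each tumour left out. The adjusted p of the Fanconi anaemia pathway was 0.0693 among the 16195 of higher mean, 0.349 with the estimated correlation, 0.426 with fry, 0.446 with its score, and 0.00124 to 0.0406 with each tumour left out. Directions turned, by adjusted p, for protein phosphatase 1 and calcineurin regulators among the 16195 of higher mean (0.725), mitochondrial fission without any of 4 tumours (0.707 to 0.901), CXCL12 receptors and chemokines by score (0.904), cholesterol synthesis among the 16195 (0.64), with breed as a random block (0.569), fry (0.864), score (0.904), without cross breeds (0.328) and without any of 13 tumours (0.581 to 0.994), interferon response genes among the 16195 (0.713), skeletal muscle without NM replicate 1 alone (0.281), fibroblast genes without NM replicate 2 alone (0.521), and without cross breeds for fibroblast genes (0.933), cytosolic ribosomal proteins (0.54), endothelial and pericyte genes (0.911) and the APOBEC family with ADAR and ADARB1 (0.933). With each tumour left out in turn, whatever the direction, the adjusted p ran from 0.52 to 0.956 for mitochondrial fission, 9.25e-07 to 0.281 for skeletal muscle and 0.0011 to 0.521 for fibroblast genes. Of 134 named genes 124 never changed direction. Those that did were NR1H2 with replicate number as a block (-0.08) and without cross breeds (-0.08), DES (0.02) and ACTN2 (0.11) with breed as a block, MKI67 (-0.03) and CD3E (-0.03) with array weights, and with a tumour left out the log2 fold change of ACKR3 (-0.07 to 0.07), APOBEC4 (-0.08 to 0.01), the log2 fold change of DPT (-0.52 to 0.003), DES (-0.31 to 0.03), TNNC2 (-0.28 to 0.01), ACTN2 (-0.31 to 0.05), MKI67 (-0.04 to 0.09), COL1A1 (-0.57 to 0.07) and CD3E (-0.02 to 0.07). Apart from smaller numbers tested, the cause was not tested. Low signal over background limits genes whose values lie under a log2 of 2.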

Differences from the paper's values

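The settings named here with the first principal component or without the cross breed tumours were chosen after seeing the values, and all others were set before the data were examined.

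The paper's count of Transcript clusters that differ between M and NM OMMs is 331, at a permutation-adjusted t-test p under 0.05 over the 13422 that it kept, where its text does not name how many tests the adjustment covers. Here 825 of 32391 had an unadjusted p under 0.05 from limma, so the sets tested and the adjustment differ, and 0 passed Benjamini-Hochberg adjustment. Among the alternatives, the 13422 brightest Transcript clusters (286), the 16195 with the higher means (362) and those with 1 gene symbol (415) came within 1.5 times the paper's count, and the others did not. For those with higher expression in M OMMs the paper's count is 191, and here it was 316. Transcript clusters with 1 gene symbol (185) and the comparison without NM replicate 7 (277) came within 1.5 times of it, and the others did not. The paper's share of these with higher expression in M OMMs is 60%, and here it was 38.3%. The share came within 1.5 times of it with the methods' t-test (41.0), array weights (40.6), quantile normalisation (43.7), median centring (45.7), 1 gene symbol (44.6), replicate number as a block (47.1) and without M replicates 6, 8, 9, 10, 14, 16 or 18 or NM replicates 5 or 8 (40.2, 41.4, 41.2, 43.3, 40.1, 44.9, 40.3, 40.9 and 40.8 in that order), and not in the others set beforehand, while with the component as a covariate, chosen after seeing the values and dropping 0 of the study's genes, it was 42.7. It lay under 50% in every setting.

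The paper's adjusted p for RPL29 is 0.019, and the permutation p here was 0.0798, while the ratio of medians, 1.41 against the paper's 1.50, was close. No alternative set beforehand came within 1.5 times of that p. In limma, where its unadjusted p was 0.0773, RPL29 came under 0.05 without NM replicate 10 (0.0449, with 5 of the other study genes lost), with the first principal component as a covariate (0.0217, within 1.5 times, chosen after seeing the values, 0 lost) and without the cross breed tumours (0.0433, chosen after seeing the values, 9 lost). In that last setting the difference was -0.34 in place of -1.34, and the permutation p of 0.0531 gained no call. CHP1, which the paper calls and which had a permutation p of 0.0665 here and a limma p of 0.0576, was under 0.05 in limma with quantile normalisation (0.0434, 1 lost), with breed as a random block (0.00686, 3 lost), with breeds of both groups and breed as a block (0.00224, 11 lost), without M replicates 2, 4, 5, 12 or 17 (0.039, 0.0346, 0.0407, 0.0489 and 0.0399, with 1, 2, 1, 1 and 2 lost), without NM replicates 1 or 2 (0.0458 and 0.041, with 5 and 6 lost), with the component (0.00756, chosen after seeing the values, 0 lost) and without the cross breed tumours (0.0189, chosen after seeing the values, 9 lost). TOP3A, with a permutation p of 0.0501 here and a limma p of 0.0628, was under 0.05 with the methods' t-test (0.049, 1 lost) and in limma with breed as a random block (0.0275, 3 lost), without M replicates 4, 5, 6 or 13 (0.0434, 0.0465, 0.0402 and 0.0206, with 2, 1, 1 and 2 lost), without NM replicates 2, 3 or 6 (0.0312, 0.0457 and 0.0371, with 6, 7 and 7 lost), with the component (0.0312, chosen after seeing the values, 0 lost) and without the cross breed tumours (0.0224, chosen after seeing the values, 9 lost). All 25 measured genes of Tables 2 and 3 had the paper's direction, and 22 had a permutation p under 0.05. The study chose them on these samples, so neither count is independent evidence.

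The paper places a Dachshund OMM in the cluster that holds 5 Golden Retriever OMMs and the Bullmastiff OMM. Here the branch held 5 Golden Retriever OMMs and the Bullmastiff OMM alone, in the clustering used and in its 5 alternatives. It was picked as the smallest branch with the most Golden Retriever OMMs. A larger branch around it that adds a Dachshund OMM would not have been reported, so a difference from the paper is not shown.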

Other observations

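The comparison of cross breed with other tumours in this part was chosen after the values had been seen, and the classification was set beforehand.

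Several genes of Table 2 besides RPL29 differed between tumours with and without the cross breed label, which also differ in RNA quality. The 7 cross breed dogs of Tables S2 and S3 had 5.57 ± 2.00% (SD) of probe sets present against 14.23 ± 7.19% (SD) in the other 21 (adjusted permutation p = 0.00624) and a SINE Cq of 30.96 ± 1.70 against 27.55 ± 3.61 (adjusted permutation p = 0.0255), and cross breed tumours scored -58.1 ± 20.4 on the first principal component against 19.4 ± 45.2 (adjusted permutation p = 0.00066). Over all tumours the Pearson r with that component was 0.76 for ADAM10, 0.62 for SLC66A2, 0.51 for CXCL12, 0.43 for DPM2, 0.29 for SLC25A51 and 0.17 for RBM3. Within the 21 tumours of other breeds it was 0.70 for ADAM10, 0.55 for SLC66A2, 0.31 for CXCL12, 0.30 for DPM2, -0.01 for SLC25A51 and -0.31 for RBM3, so that outside the cross breeds RBM3 and SLC25A51 were not higher with a higher score. Within the 7 cross breed tumours the r was 0.89 for ADAM10, 0.79 for CXCL12, 0.68 for SLC25A51 and 0.55 for RBM3. There it was 0.16 for DPM2 and -0.25 for SLC66A2. RBM3 was 2.31 ± 0.46 (SD, n = 7) in cross breed OMMs and 3.16 ± 0.70 (SD, n = 21) in the others (adjusted permutation p = 0.0214), CXCL12 1.69 ± 0.22 and 2.54 ± 0.89 (adjusted permutation p = 0.0403), SLC66A2 2.65 ± 0.32 and 3.28 ± 0.66 (adjusted permutation p = 0.0403) and ADAM10 2.79 ± 0.32 and 3.40 ± 0.66 (adjusted permutation p = 0.0403). DPM2 was 2.23 ± 0.41 and 2.72 ± 0.66 (adjusted permutation p = 0.0852) and SLC25A51 2.90 ± 0.89 and 3.38 ± 0.50 (adjusted permutation p = 0.0852). In the 12 M and 9 NM OMMs of other breeds, ADAM10 was 3.73 ± 0.60 in M and 2.96 ± 0.45 in NM (adjusted permutation p = 0.0375), CXCL12 2.27 ± 0.86 and 2.91 ± 0.83 (adjusted permutation p = 0.126), RBM3 2.91 ± 0.49 and 3.49 ± 0.84 (adjusted permutation p = 0.126), SLC25A51 3.23 ± 0.52 and 3.58 ± 0.40 (adjusted permutation p = 0.126), SLC66A2 3.06 ± 0.63 and 3.56 ± 0.62 (adjusted permutation p = 0.126) and DPM2 2.57 ± 0.69 and 2.93 ± 0.59 (adjusted permutation p = 0.218).

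Among the 28 dogs whose arrays the study kept, Table S3 of the paper gives more than 20% of probe sets present for 6, 5 Golden Retrievers and a Bullmastiff, and the other 3 Golden Retrievers lie at 9.13% or lower. The Bullmastiff is joined to its array here and the Golden Retrievers are not. Over the 7 tumours joined to a dog, the first principal component rose with the percentage of probe sets present (Pearson r 0.98, exact permutation p = 0.000595, adjusted over 3 measures p = 0.00179, Spearman rho 0.96, exact permutation p = 0.00278, r 0.94 without the 2 tumours farthest from the median), and had an r of -0.09 with the age of the tissue block (exact permutation p = 0.847, Spearman rho -0.44, exact permutation p = 0.338).

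Linear discriminant analysis on the array values of CXCL12, RPL29 and APOBEC3Z1, with each tumour left out in turn, classified 15 of 18 M OMMs (83.3%, exact 95% interval 58.6% to 96.4%) and 3 of 10 NM OMMs (30.0%, 6.7% to 65.2%) correctly. Without APOBEC3Z1 it classified 16 of 18 and 4 of 10 correctly. APOBEC3Z1, the annotated gene of the family nearest in name to the one in Table 2, is not shown to be the Transcript cluster of that table, and it was 1.89 ± 0.29 in M and 1.97 ± 0.27 in NM OMMs (permutation p = 0.529). The paper's classifier used RT-qPCR values of fewer tumours, a different measurement. ACKR3, another receptor of CXCL12, was 1.39 ± 0.25 in M and 1.41 ± 0.32 in NM OMMs (permutation p = 0.853).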
